# p16^Ink4a^‐Positive Hepatocytes Drive Liver Fibrosis Through Activation of LIFR Family Pathway

**DOI:** 10.1002/advs.202510562

**Published:** 2026-01-25

**Authors:** Koji Nishikawa, Teh‐Wei Wang, Satoshi Kawakami, Shota Tanimoto, Kiyoshi Yamaguchi, Taketomo Kido, Masamichi Kimura, Tsunekazu Hishima, Yuki T. Okamura, Satotaka Omori, Takumi Iritani, Toshikaze Chiba, Takehiro Jimbo, Michio Katano, Kansuporn Kamataki, Ryoichi Yokoyama, Eigo Shimizu, Kiminori Kimura, Satoshi Yamzaki, Seiya Imoto, Yoichi Furukawa, Atsushi Miyajima, Yoshikazu Johmura, Makoto Nakanishi

**Keywords:** cellular senescence, LIFR pathway, liver fibrosis

## Abstract

As organs undergo the process of aging, they exhibit signs of progressive fibrosis, a hallmark of aging that is observed in various organs, including the liver, kidneys, and lungs. Liver fibrosis is a particularly deleterious outcome of the healing processes that occur during the repair of chronic liver injury. It is widely accepted that the majority of these injuries are initially triggered by hepatocytes. Indeed, elderly patients have been shown to be more prone to developing liver fibrosis following hepatic injury. However, the mechanisms by which aging promotes fibrotic processes remain to be elucidated. The preceding observation, indicating a robust correlation between the severity of fibrosis in human cirrhotic patients and the population of hepatocytes expressing elevated levels of p16^Ink4a^ (p16^h^), proposes that p16^h^ hepatocytes might serve as initiators of fibrogenic processes in response to liver injury. In this study, we employed a CCl_4_‐induced hepatitis model to promote a fibrogenic process and observed the accumulation of p16^h^ hepatocytes in zone 3. These p16^h^ cells manifest numerous senescent characteristics, and their accumulation has been strongly correlated with the severity of liver fibrosis. Selective elimination of p16^h^ hepatocytes has been shown to ameliorate CCl_4_‐induced liver fibrosis, presumably through the suppression of hepatic stellate cell activation. Single‐cell transcriptomic analysis revealed that murine and human hepatocytes up‐regulated Ctf1 or Lif, the ligands of the LIFR signaling pathway. The administration of LIFR ligands has been demonstrated to enhance the phosphorylation of STAT3, and the LIFR inhibitor rescued the fibrogenic phenotype in hepatic stellate cells induced by secreted factors from senescent hepatocytes. This finding offers potential therapeutic insights for the management of liver fibrosis.

## 1 Introduction

Aging is associated with an increase in chronic inflammation, which is a significant contributing factor to fibrosis in various organs. Approximately one‐third of disease‐related deaths are due to organ fibrosis and its associated functional failure [1, 2]. Liver fibrosis is an aberrant repair response to a variety of chronic liver injuries caused by viral infection, metabolic dysfunction, and autoimmune response. It is characterized by excessive deposition of diffuse extracellular matrix (ECM) with replacement of hepatic parenchyma and abnormal connective tissue hyperplasia. From a clinical perspective, elderly patients demonstrate a heightened propensity to manifest severe fibrosis in the context of chronic liver diseases, such as nonalcoholic fatty liver disease (NAFLD) or hepatitis C. These patients often exhibit a more expeditious progression to advanced fibrosis and cirrhosis in comparison to their younger counterparts [3, 4, 5]. Liver fibrosis and subsequent cirrhosis are believed to be an irreversible process, but recent studies have suggested that the fibrogenic process is reversible when the causative factors are removed [6]. Therefore, identification of the cells responsible for initiating fibrogenic processes and characterization of their signaling are prerequisites for establishing innovative therapeutic strategies to ameliorate fibrogenic pathogenesis. In addition, a better understanding of the mechanisms underlying the regression of fibrosis is also important.

Hepatic stellate cells (HSCs) are cells primarily responsible for the development of liver fibrosis. They serve as a storage site for retinyl esters and maintenance of liver homeostasis and normally stay in a quiescent state under unperturbed physiological conditions [7, 8]. Chronic injury to hepatocytes generates a variety of signals that stimulate the specific transcription factors and morphogens in quiescent HSCs, leading to their functional activation with the acquisition of pro‐fibrogenic and pro‐inflammatory properties [9]. Thus, the majority of the research has been focused on HSCs and their inflammatory pathways to understand the fibrogenic processes. However, the crosstalk between hepatocytes as the origin of injury cells and multiple signaling pathways to activate HSCs should not be overlooked. Future studies leading to a complete understanding of the specific hepatocytes and molecular signaling that activate HSCs will definitely give rise to new therapeutic strategies to treat liver fibrosis.

Cellular senescence is a fundamental and complex process as a protective mechanism against various cellular insults, such as DNA damage and oncogene activation, across all species. Senescence induction not only attenuates the proliferative potential of damaged cells and protects them from their malignant transformation, but also alters the tissue microenvironment and homeostasis through the secretion of various proinflammatory cytokines, chemokines, and growth factors (Senescent Associated Secretory Phenotypes: SASP), resulting in chronic inflammation [10]. A series of recent evidence has suggested that senescence of hepatocytes, cholangiocytes, HSCs, and immune‐related cells is involved in the progression of chronic liver disease [11]. However, recent genetic tracing, ablation, and manipulation of defined p16^Ink4a^‐positive (p16^Ink4a^+) cells, one of the most widely used senescent makers, although no single marker is sufficient to unequivocally identify a senescent cell, revealed that senescent cells in vivo exhibit heterogeneous properties, and senescence in different cell types have different pathophysiological functions in age‐related diseases is largely unknown [12]. For example, it has recently been reported that selective removal of p16^Ink4a^+ macrophages markedly attenuated CCl_4_‐induced liver injury, whereas removal of p16^Ink4a^+ endothelial cells exacerbated it, although the efficiency and duration of p16^Ink4a^+ cell removal may influence the pathological outcomes [13]. In this report, p16^Ink4a^+ hepatocytes were barely detected in CCl_4_‐induced liver injury and consequent liver fibrosis. However, in human liver samples from patients with non‐alcoholic fatty liver disease (NAFLD), p16^Ink4a^+ hepatocytes were predominantly detected, and there is a strong correlation between the proportion of p16^Ink4a^+ hepatocytes and the degree of liver fibrosis [14]. Taken together with the possibility that hepatocytes may initiate the signaling of fibrogenic processes in the liver, p16^Ink4a^‐expressing hepatocytes may play a specific role in the initiation of liver fibrosis.

In this study, we demonstrated the accumulation of hepatocytes highly expressing p16 (p16^h^ hepatocytes, which represent cells able to be labeled in p16‐Cre^ERT2^ model) in CCl_4_‐induced liver fibrosis. We also generated a Cre and Dre recombinase‐mediated genetic mouse model that allows specific manipulation of p16^h^ hepatocytes. Finally, we identified the LIFR family of signaling pathways as a factor linking p16^h^ hepatocytes to fibrogenic activation of hepatic stellate cells.

## 2 Results

### 2.1 p16^h^ Hepatocytes are Enriched in the Liver Fibrosis Model

Liver fibrosis has long been believed to be an irreversible pathological problem that determines the long‐term outcome and mortality of chronic inflammatory liver diseases. However, recent therapeutic advances in chronic liver disease have suggested that fibrosis and fibrolysis are dynamic processes that move in two directions [6]. The origin of cells triggering fibrosis signaling in chronic liver injury, including viral, alcoholic, and autoimmune hepatitis, is still unclear, although the primary target cell of the above injury would be hepatocytes, which often promote the fibrogenic process resulting from complex cell‐cell interactions initiated within hepatocytes. Importantly, a positive correlation has been reported between p16^Ink4a^+ hepatocytes and the degree of liver fibrosis in liver samples from NAFLD patients [11, 14]. We first established a mouse model of liver fibrosis model to investigate the role of p16^Ink4a^+ hepatocytes in the initiation of liver fibrogenic processes. Chronic liver injury was induced by repeated injections of CCl_4_, which subsequently led to the development of liver fibrosis (Figure 1A) [15]. Based on serum AST and ALT test results, a single dose of CCl_4_ induced severe acute liver injury (Figure S1A). However, after four weeks of injections, the degree of liver injury caused by each dose of CCl_4_ became relatively mild, with the injury gradually resolving between days 3 and 5 after injection (Figure S1A). In both conditions, the expression of p16^Ink4a^ in hepatocytes increased after CCl_4_ injections. However, in the chronic liver injury with 4‐week CCl_4_ treatment, p16^Ink4a^ expression did not recover to normal levels (Figure S1B,C), indicating the persistent presence of p16^Ink4a^+ hepatocytes.

**FIGURE 1:**
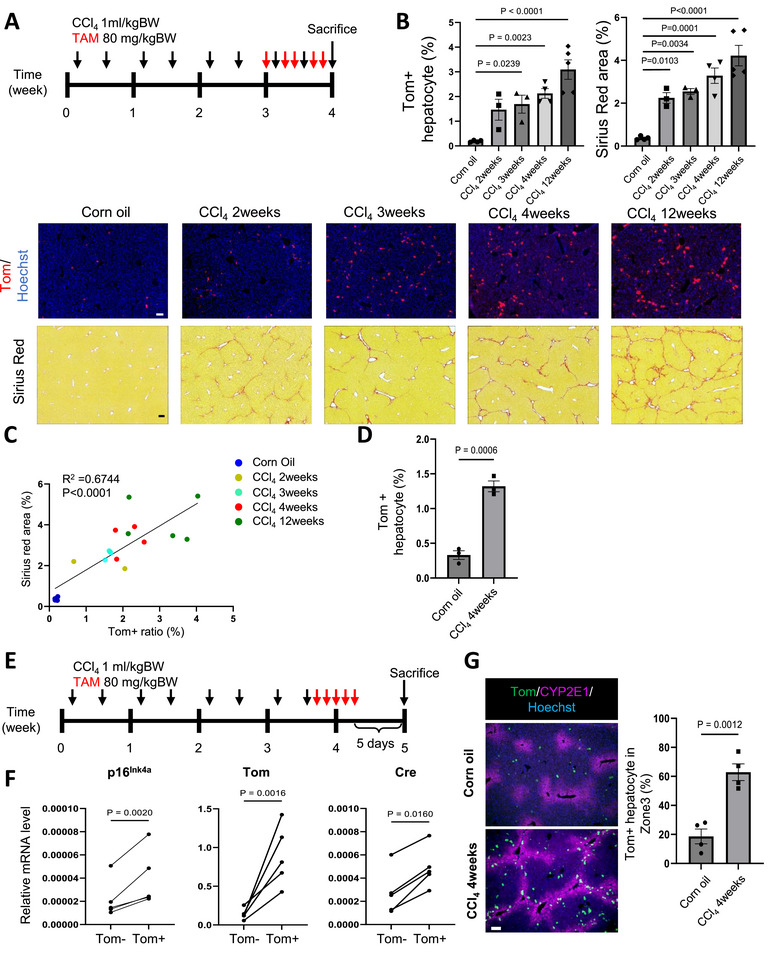
The p16^h^ hepatocytes are enriched in the CCl_4_‐induced liver fibrosis model (A) The schematic image of CCl_4_ and TAM administration. (B) Fluorescent imaging and Sirius red staining results of the liver treated with CCl_4_ at the indicated periods. Corn oil group represents the mice treated with vehicle for 4 weeks. The CCl_4_ and TAM injection frequency was shown as in (A) with indicated time periods. The representative images were shown in the lower panels. Scale bar, 100 µm. Quantitative results of Tom+ hepatocyte population and Sirius red area percentage were shown in the upper panel (n= 4, 3, 3, 4, 5 for each group). (C) Scatter plot of Sirius red area and Tom+ hepatocyte population shown in (B). Pearson correlation was shown in the figure. (D) FACS quantitative result of Tom+ hepatocyte percentage of livers treated as in (A) (n=3). (E) The schematic image of CCl_4_ and TAM administration for mRNA analysis of Tom+ and Tom‐ hepatocytes. (F) qPCR analysis of indicated genes in isolated hepatocytes (n=5). (G) Representative immunostaining images of livers treated as in (A). The tdTomato proteins were stained by anti‐mCherry. Scale, 100 µm. The percentage of Tom+ hepatocytes located in zone 3 was calculated and shown in the left panel (n=4). One‐way ANOVA followed by Dunnett's test was performed in (B). An unpaired *T*‐test was performed in (C) and (G). Ratio paired *T*‐test was performed in (F).

We conducted p16‐tdTomato (p16‐Tom) mice to label the cells with p16^Ink4a^ expression by tamoxifen (TAM) administration. As the duration of CCl_4_ exposure increased, the number of tdTomato‐positive (Tom+) hepatocytes (Figure S1D) and the degree of fibrosis progressively increased, showing a positive correlation (Figure 1B,C). Because of the concomitant expansion of Tom+ hepatocytes and liver fibrosis (Figure 1D; Figure S1E), to further confirm their sustained expression of p16^Ink4a^, we collected Tom+ and Tom‐ hepatocytes 10 days after the final administration of CCl_4_ (Figure 1E). Higher levels of p16^Ink4a^, Tom, and Cre^ERT2^ expressions were observed in the Tom+ hepatocytes (Figure 1F), which were referred to as p16^h^ hepatocytes in this study.

To further investigate the transcriptomic characteristics of p16^h^ hepatocytes, we performed RNA‐seq analysis on Tom+ and Tom‐ hepatocytes from both the oil and CCl_4_ groups. 

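The RNA-seq covered 12 libraries in 4 groups of 3, from Tom+ and Tom- hepatocytes of male p16-Tom mice given corn oil or CCl4. In p16-Tom mice a tamoxifen-dependent Cre recombinase is expressed under the control of p16Ink4a and switches on the red fluorescent protein tdTomato, so that cells expressing p16Ink4a when tamoxifen is given stay red afterwards. CCl4 is a solvent that injures hepatocytes around the central vein and was given at 1 mL/kg, with 4 weeks of treatment and tamoxifen at 80 mg/kg (Figure 1A). Live Tom+ and Tom- cells were separated by flow cytometry, and polyA RNA was sequenced as strand-specific libraries. The authors aligned the reads to the mm10 genome with HISAT2 and deposited the number of reads counted on each of 54839 features in each library, without normalization, together with the position and length of each feature. Between 30.4% and 32.9% of the non-zero values of a library were not whole numbers, as happens when a read that matches several genes is divided between them, so the values were taken to be expected counts and were rounded. The paper's text does not name the counting program, its strand setting or the annotation release. The total count per library ranged from 38396635 to 51153131 (median 49939801) in Tom- oil, from 41747148 to 67382916 (median 53458224) in Tom+ oil, from 37568584 to 49503593 (median 41700951) in Tom- CCl4 and from 43082749 to 75331424 (median 46317912) in Tom+ CCl4. At these totals 3 counts, taken as the smallest level that the depth can show, correspond to between 0.0369 and 0.0829 CPM (edgeR's counts scaled to library size), a limit that covers counting error only. Counts were normalized with edgeR's TMM factors, and each contrast was tested with edgeR's quasi-likelihood test in one fit of the 12 libraries, over the 17121 genes that passed edgeR's expression filter. DEGs were taken at the paper's thresholds, a log2 fold change beyond 0.75 in either direction and a Benjamini-Hochberg adjusted p-value under 0.05. Rounding, the filter, the normalization, the test and the libraries that share one estimate of the spread are the choices that could change these numbers.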

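The deposited table holds a feature that is not a mouse gene, listed as ENSMUSG00000999992 on an added sequence named 20, from position 1 to 2325, without a gene name. It was taken here as the tdTomato reporter, and its level was compared with the label of every library. Its counts were not whole in 100% of the libraries and can include reads shared with similar sequences. In CCl4-treated mice the reporter was at 123, 263 and 120 CPM in Tom- replicates 1, 2 and 3 and at 1343, 1316 and 1369 CPM in Tom+ replicates 1, 2 and 3. The mean was 169 ± 81.8 CPM (SD, n = 3) in Tom- and 1343 ± 26.5 CPM (SD, n = 3) in Tom+, and no library of one group overlapped the other (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In oil-treated mice the libraries labelled Tom- replicates 1, 2 and 3 had 1794, 157 and 143 CPM, from 68025, 8084 and 6999 counts. The libraries labelled Tom+ replicates 1, 2 and 3 had 1546, 135 and 1225 CPM, from 107039, 7085 and 50036 counts. The library labelled Tom- oil replicate 1 thus had the highest reporter level of the 12 libraries, and the library labelled Tom+ oil replicate 2 had a level in the range of the Tom- libraries. The reporter therefore went against the labels of these 2 oil libraries, and every contrast that uses the oil libraries rests on the labels as deposited.

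**Figure D1:**
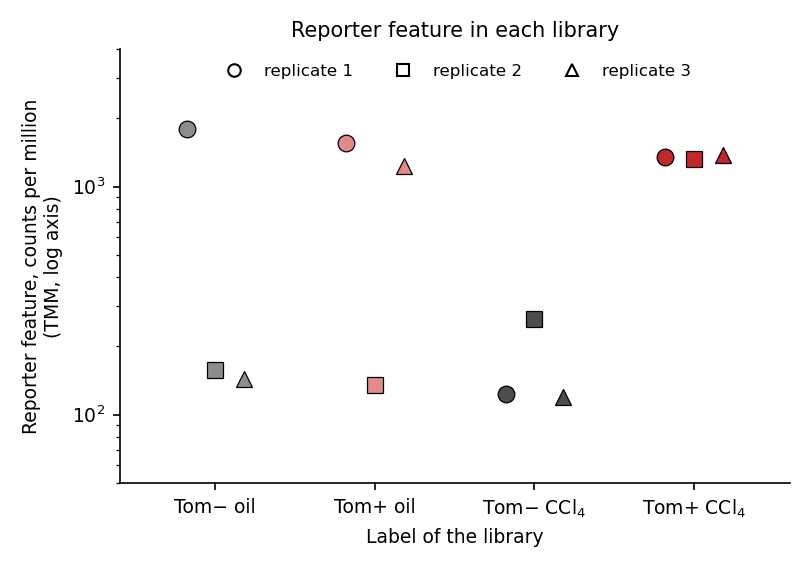
CPM of the reporter feature (vertical axis, log scale) in each of the 12 libraries, by the label of the library (horizontal axis), with a marker shape for each replicate number. The Tom+ and Tom- libraries of CCl4-treated mice are apart, whereas the library labelled Tom- oil replicate 1 lies at 1794 CPM and the library labelled Tom+ oil replicate 2 at 135 CPM.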

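Principal components were computed from log2(TPM + 1) over the 13527 genes with a TPM of 1 or higher in at least 6 libraries, with TPM calculated from the rounded counts and the deposited gene lengths. PC1 held 37.6% of the variance and PC2 17.7%. The alternative that moved the share of PC1 most was TMM-normalized CPM in place of TPM, with 46.5%. On PC1 the Tom- libraries scored -22.6 ± 8.83 (SD, n = 3) with CCl4 and 23.0 ± 3.60 (SD, n = 3) with oil, and the Tom+ libraries -22.3 ± 8.99 (SD, n = 3) with CCl4 and 21.9 ± 3.76 (SD, n = 3) with oil. The difference was larger than the spread between replicates in both fractions, with an exact permutation p = 0.1 in each, at the limit of 3 against 3. Over both fractions the 6 CCl4 libraries lay below the 6 oil libraries, a comparison without a p-value, since same-numbered Tom+ and Tom- libraries are not independent, that does not depend on which oil library is Tom+. Between CCl4 and oil, 1083 genes were higher and 273 lower in Tom- hepatocytes, and 497 were higher and 400 lower in Tom+ hepatocytes. Of these, 263 genes were higher and 127 lower in both fractions, and 5 changed in opposite directions, Gm21781, Gm28006, Neat1, Pparg and Ptgds, named after their values were seen. Same-numbered Tom+ libraries of the 2 treatments, which come from different mice, deviated together from their group means with a mean correlation of 0.188 over 8460 genes, and with the replicate number as a block 645 genes were higher and 474 lower in Tom+, 882 of them shared with the fit without the block. Here the block joins libraries of different mice, so these numbers are not those of a paired test. Mup8 (ENSMUSG00000078687, chromosome 4, 60218621 to 60222599), a major urinary protein gene whose reads are divided with its close copies, fell by 5.29 on the log2 scale in Tom- (standard error 0.36, adjusted p = 1.1e-05 from edgeR) and fell by 5.28 in Tom+ (standard error 0.38, adjusted p = 1.9e-05 from edgeR). Sult2a1 (ENSMUSG00000078798, chromosome 7, 13796246 to 13837409), a sulfotransferase gene with similar neighbours, rose by 5.74 in Tom- and by 5.61 in Tom+ (adjusted p = 8.0e-05 and 8.7e-05). Prom1 (ENSMUSG00000029086, chromosome 5, 43993620 to 44102032) had at most 2 counts in any oil library and was at least 84.0-fold higher with CCl4 in Tom- and at least 157-fold higher in Tom+.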

Principle component analysis results revealed that CCl_4_ treatment significantly altered gene expression in Tom+ and Tom‐ hepatocytes (Figure S2A,B). However, when we analyzed the differentially expressed genes (DEGs), we found that zonation markers (e.g., Glul, Lgr5, Cyp2e1, Hal, and Sds) [16] were significantly involved (Figure S2C). 

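In CCl4-treated mice, 38 genes were higher and 298 lower in Tom+ than in Tom- hepatocytes. Same-numbered Tom+ and Tom- libraries deviated together from their group means, with a mean correlation of 0.629, against -0.309 for libraries of different numbers. With the replicate number as a block, 126 genes were higher and 556 lower, and 333 of the 336 genes of the fit without the block were among them. Of the alternatives, leaving out the fold threshold raised the number of genes most, to 336 higher and 656 lower. Leaving out Tom- CCl4 replicate 2 lowered it most, to 3 higher and 74 lower. The zone 1 gene Sds (ENSMUSG00000029597, chromosome 5, 120476526 to 120483932), which encodes a serine dehydratase, was at 96.8 ± 26.2 CPM (SD, n = 3) in Tom+ and 254 ± 51.8 CPM (SD, n = 3) in Tom-. Its log2 fold change was -1.39 (standard error 0.21, adjusted p = 0.00625 from edgeR, and 2.3e-06 with the block), so that among Sds, Hal, Glul, Lgr5 and Cyp2e1 it alone passed both thresholds without the block. The zone 1 gene Hal (ENSMUSG00000020017, chromosome 10, 93488768 to 93519304), a histidine ammonia-lyase gene, was at 204 ± 73.2 CPM (SD, n = 3) in Tom+ and 365 ± 76.4 CPM (SD, n = 3) in Tom-, with a log2 fold change of -0.84 (standard error 0.28, adjusted p = 0.101 without and 2.9e-05 with the block). The zone 3 gene Glul (ENSMUSG00000026473, chromosome 1, 153899944 to 153909723), the glutamine synthetase gene, was at 358 ± 124 CPM (SD, n = 3) in Tom+ and 133 ± 78.0 CPM (SD, n = 3) in Tom-. Its log2 fold change was 1.43 (standard error 0.83, adjusted p = 0.357 without and 0.0361 with the block). Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780), a receptor gene of the Wnt pathway, was at 11.7 ± 2.82 CPM (SD, n = 3) in Tom+ and 4.35 ± 2.57 CPM (SD, n = 3) in Tom-, with a log2 fold change of 1.41 (standard error 0.74, adjusted p = 0.297 without and 8.9e-04 with the block). Cyp2e1 (ENSMUSG00000025479, chromosome 7, 140763739 to 140774987), the gene of the enzyme that activates CCl4, was at 2314 ± 262 CPM (SD, n = 3) in Tom+ and 1163 ± 232 CPM (SD, n = 3) in Tom-. Its log2 fold change was 0.99 (standard error 0.40, adjusted p = 0.175 without and 4.9e-05 with the block). For each of the 5 genes the direction was the same in 3 of 3 same-numbered pairs and the 3 Tom+ libraries did not overlap the 3 Tom- libraries, which chance gives for 10% of genes. The counts of Glul and Sds were not whole in most libraries and can include reads shared with similar sequences.

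**Figure D2:**
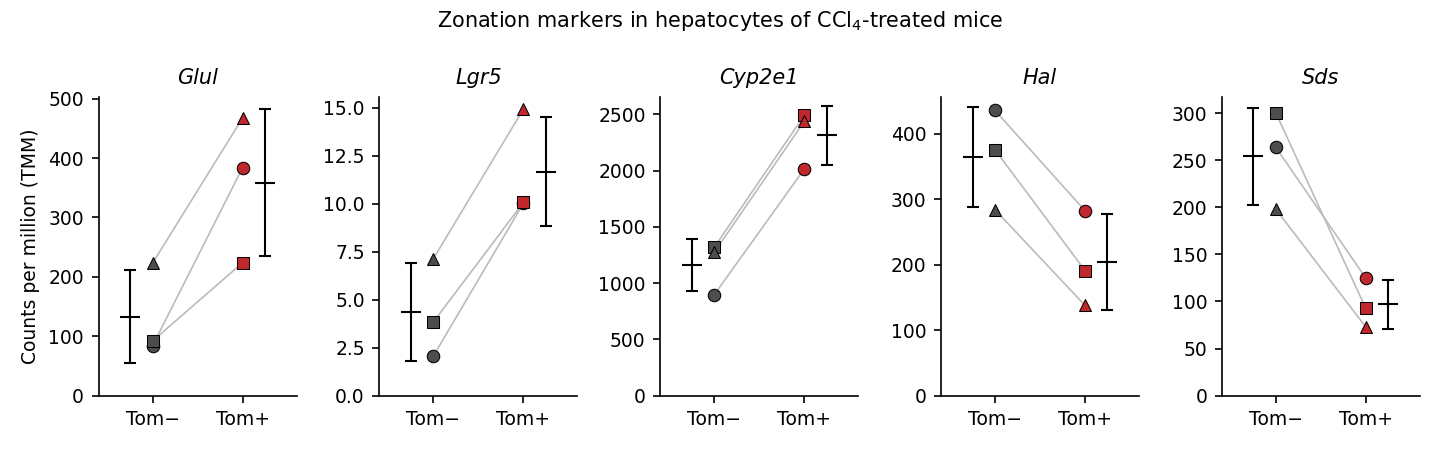
TMM-normalized CPM (vertical axes, linear from 0) of Glul, Lgr5, Cyp2e1, Hal and Sds in the Tom- and Tom+ libraries of CCl4-treated mice, with a marker shape for each replicate number, lines joining libraries of the same number, and horizontal bars with error bars for the mean ± SD (n = 3). Glul, Lgr5 and Cyp2e1 are higher and Hal and Sds lower in Tom+ in each of the 3 pairs.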

Spatial analysis of Tom+ cells revealed that they were predominantly localized to zone 3 (Figure 1G), the region most affected by CCl_4_‐induced injury. This spatially asymmetric distribution prevented bulk RNA‐seq from distinguishing the transcriptomic characteristics of p16^h^ hepatocytes from the influence of zonation.

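The zonation of the expression differences was measured over 30 genes typical of zone 3, around the central vein, and 30 typical of zone 1, around the portal vein, a pair of lists that includes the paper's markers. Each list was tested against all other genes with limma's camera test at an inter-gene correlation of 0.01, adjusted over the 4 combinations of list and treatment. In CCl4-treated mice the median log2 fold change of the zone 3 genes in Tom+ against Tom- was 0.81 (adjusted p = 4.5e-06), with 27 of 30 genes higher. With the replicate number as a block the median was 0.82 (adjusted p = 7.6e-12). The zone 1 genes had a median of -0.60 (adjusted p = 3.0e-15, and 3.2e-17 with the block), with 30 of 30 lower, and 9 of these were DEGs against 2 of the zone 3 genes, Ahr and Avpr1a, named after their values were seen. In oil-treated mice the libraries labelled Tom+ had lower zone 3 genes than those labelled Tom-, with a median of -0.48 (adjusted p = 2.2e-08, and 4.8e-17 with the block) and 26 of 30 genes lower. Their zone 1 genes had a median of 0.13 (adjusted p = 0.0125, and 4.8e-04 with the block), with 24 of 30 higher. Estimating the inter-gene correlation from the residuals moved these tests most: the adjusted p-value was then 0.0239 for the zone 1 genes with CCl4 and 0.284 for each of the other 3 combinations. The paper reasons from the zonation markers among the DEGs and from the position of Tom+ cells, most of them in zone 3 (Figure 1G), and concludes that bulk RNA-seq could not tell the features of p16h hepatocytes from those of their zone.

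**Figure D3:**
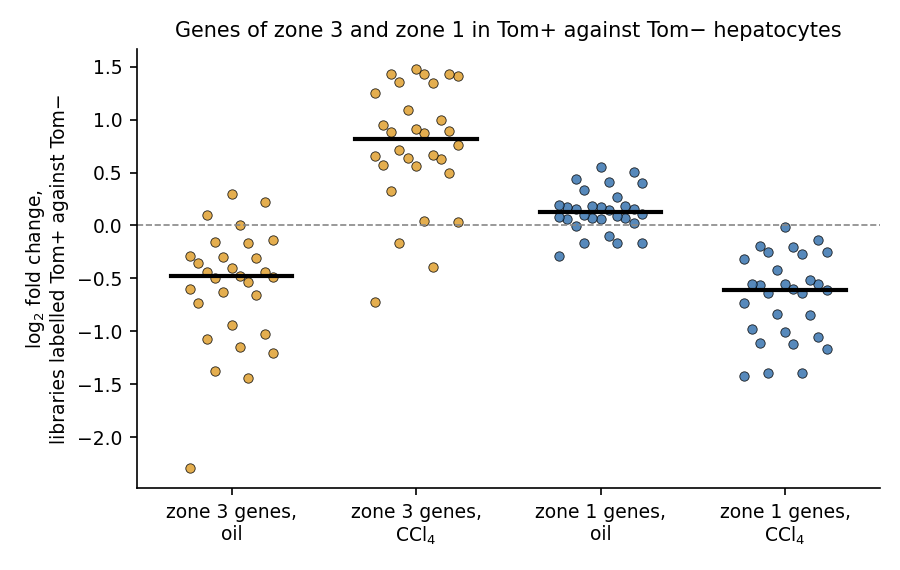
Log2 fold change of libraries labelled Tom+ against Tom- (vertical axis) for the 30 genes typical of zone 3 and the 30 typical of zone 1 in oil and in CCl4-treated mice (horizontal axis). Each point is a gene and the black bar is the median, which is -0.48 and 0.81 for zone 3 and 0.13 and -0.60 for zone 1.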

### 2.2 Transcriptomic Features of p16^Ink4a^+ Hepatocytes

Zonation is a continuous spectrum, and it is difficult to isolate cells from specific zones without the use of transgenic mice [17]. Therefore, we used fixed single‐cell RNA sequencing (scRNA‐seq) to selectively analyze p16^h^ hepatocytes, including the cells from different zonation recognized by the marker gene expressions of zone 1 (Sds and Cyp2f2), zone 2 (Hamp and Igfbp2), and zone 3 (Glul and Cyp2e1) (Figure 2A; Figure S3A–C). The expression level of Tom could be correctly reflected in Tom+ and Tom‐ hepatocytes (Figure S3D). Consistent with the results from tissue sections, the increased p16^h^ hepatocytes in the liver fibrosis model were predominantly located in zone 3 (Figure 2B). Interestingly, unsupervised clustering revealed that many p16^h^ cells were relatively enriched in cluster 7 compared with clusters 5 and 6, suggesting that, despite being hepatocytes from zone 3, a subset of p16^h^ hepatocytes exhibited unique transcriptional characteristics (Figure S3E).

**FIGURE 2:**
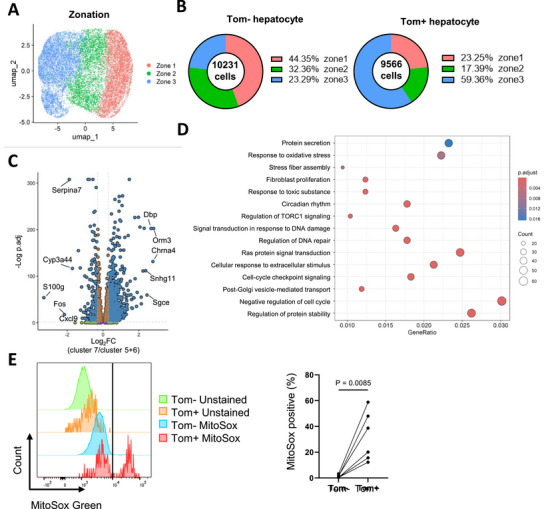
The scRNA‐seq analysis reveals the transcriptomic features of p16^h^ mouse hepatocytes in liver fibrosis model (A) UMAP showing the zonation of hepatocytes isolated from the mice treated with CCl_4_ for 4 weeks, following the schedule shown as in Figure 1A. (B) The population of Tom+ and Tom‐ hepatocytes in each zone shown in (A). (C) Volcano plot showing the differentially expressed genes (DEGs) between cluster 7 and clusters 5 and 6 within zone 3. DEGs were identified by log_2_FC > 0.3 or < ‐0.3 and *p*‐values < 0.05 adjusted by B–H method. (D) Gene ontology (GO) analysis revealing the enriched biological process terms in the up‐regulated DEGs of cluster 7 compared with clusters 5 and 6. All terms were identified by *p*‐values < 0.05 adjusted by B–H method. (E) MitoSOX staining results of hepatocytes isolated from mice treated as in Figure 1A analyzed by FACS. Representative histograms and the threshold were shown in the left panel. The amounts of MitoSOX‐positive hepatocytes were quantified in the right panel (n=5). Ratio paired *T*‐test was performed in (E).

Compared to other hepatocytes in zone 3, cluster 7 hepatocytes showed significant upregulation of 2169 genes and downregulation of 230 genes (Figure 2C). GO analysis revealed that these genes were associated with phospholipid and steroid metabolism (Figure S4A). Consistent with this, impaired lipid homeostasis is closely associated with liver fibrosis [18]. In addition to metabolism‐related terms, cell cycle arrest, oxidative stress response, DNA damage repair, and protein secretion were also enriched in upregulated genes of cluster 7 (Figure 2D). Among them, we identified genes that were specifically upregulated in zone 3 Tom+ hepatocytes (Figure S4B). These genes were further confirmed by qPCR (Figure S4C) and have been reported to be involved in fibrosis [19, 20, 21], exosome formation [22, 23], cell cycle arrest [24, 25], and oxidative stress [26, 27].

Similarly, gene set variation analysis (GSVA) results similarly indicated that cluster 7 exhibited signatures of inflammation, protein secretion, and reduced E2F targets (Figure S5). Furthermore, mitochondrial ROS levels were significantly higher in the Tom+ hepatocytes (Figure 2E), which was also described in hepatocytes from aged mice [28, 29]. These findings suggested that the CCl_4_‐induced p16^h^ hepatocytes may represent oxidative stress‐induced senescent cells [30] and facilitate liver fibrosis.

### 2.3 Specific Elimination of p16^h^ Hepatocytes Ameliorates Liver Fibrosis

It has been widely accepted that cellular senescence is involved in the progression of liver fibrosis [31]. However, recent studies have increasingly shown that senescent cells of different cell types appear to have different functions within this highly dynamic process and may even have opposing effects on disease progression or aging [13, 32, 33, 34]. Therefore, to uncover the unique role of p16^h^ hepatocytes in the initiation of liver fibrogenic processes, we generated a p16‐Cre^ERT2^/Alb‐Dre^ERT2^/R26‐CAG‐LSL‐RSR‐tdTomato‐2A‐DTR (p16‐Alb‐LRTD) mouse model to selectively label and eliminate p16^h^ hepatocytes after TAM and diphtheria toxin (DT) administration (Figure 3A,B) [35]. Immunofluorescence staining validated the cell type‐specific labeling and clearance efficiency of p16^h^ hepatocytes (Figure S6A,B). We found a significant suppression of liver fibrosis in a p16‐Alb‐LRTD group compared to the littermate control after identical treatments (Figure 3C). Although the expression of Acta2 in hepatic stellate cells (HSCs) did not change markedly, the levels of typical collagens and fibrosis were also significantly decreased following the 2‐week treatment (Figure S6C,D) [36].

**FIGURE 3:**
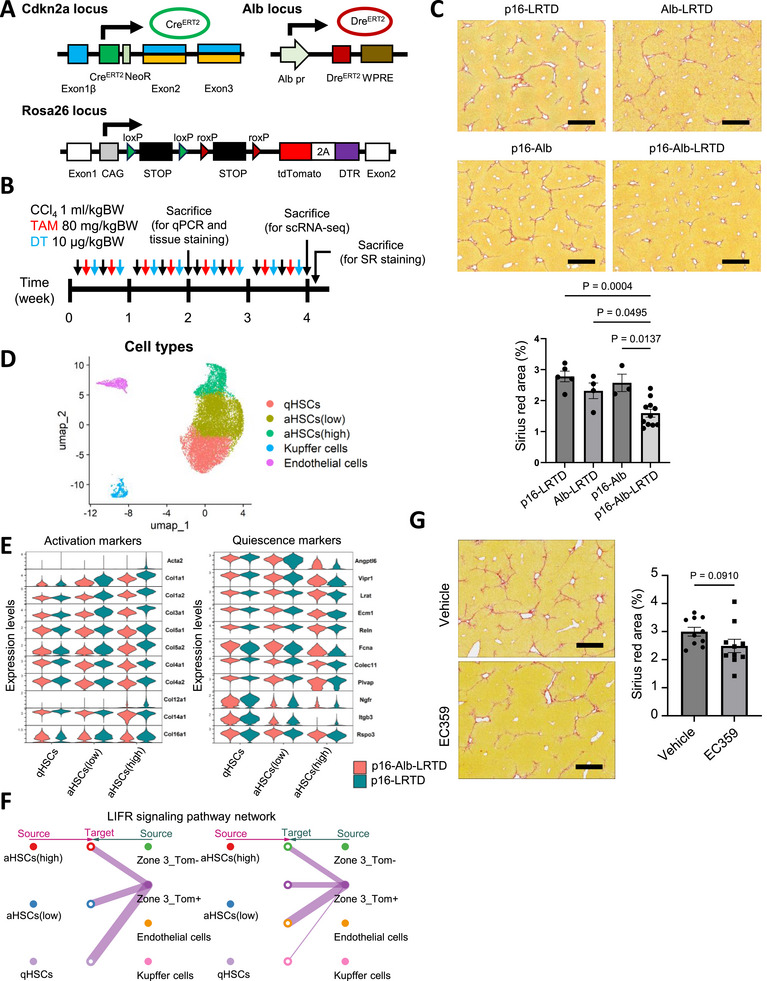
Specifically eliminating p16^h^ hepatocytes improves CCl_4_‐induced liver fibrosis (A) The design construction of p16‐Alb‐LRTD transgenic mouse model. (B) The schematic image of CCl_4_, TAM, and diphtheria toxin (DT) administration for eliminating p16^h^ hepatocytes. (C) Sirius red staining results of the liver following 4‐week treatment, as shown in (B). The representative images were shown in the upper panels. Scale bar, 500 µm. Quantitative results of the Sirius red area percentage were shown in the lower panel. (p16‐LRTD n=5, Alb‐LRTD n=4, p16‐Alb n=3, p16‐Alb‐LRTD n=11) (D) UMAP showing cell types and activation status of hepatic satellite cells (HSCs) isolated from p16‐LRTD and p16‐Alb‐LRTD mice treated as shown in (B). (E) Violin plots showing the expression levels of activation and quiescence marker genes in HSCs. (F) Connection plot showing the LIFR signaling network between HSC and hepatocyte datasets shown in Figure 2A. (G) Sirius red staining results of the liver following 4‐week treatment of CCl_4_ with vehicle or 5 mg/kgBW of EC359. The representative images were shown in the left panel. Scale bar, 500 µm. (n=10) One‐way ANOVA followed by Tukey's test (C) and unpaired *t*‐test (G) were performed.

We performed scRNA‐seq on HSCs from the above two groups of mice and categorized the HSCs into three subgroups based on activation status (Figure 3D; Figure S7A–C). In the activated HSCs (aHSCs), the p16‐Alb‐LRTD group exhibited significantly lower levels of activation‐associated genes and higher expression of quiescent marker genes compared to the littermate controls (Figure 3E) [37]. This indicates that the removal of p16^h^ hepatocytes effectively reduced overall collagen production by HSCs. These findings are consistent with the tissue Sirius red staining results.

We integrated data from Tom+ and Tom‐ hepatocytes in zone 3 with data from HSCs to explore a total of 43 potential ligand‐receptor interactions between cell populations [38]. The signaling pathways in which p16^h^ hepatocytes act as ligand‐secreting cells and HSCs serve as the receptor‐expressing counterparts were focused. Surprisingly, the only pathway that showed a difference between Tom+ and Tom‐ hepatocytes was the leukemia inhibitory factor receptor (LIFR) pathway, which was delivered from Tom+ hepatocytes to HSCs (Figure 3F). The LIFR pathway belongs to an IL‐6 family, and the receptor (Lifr and Il6st (gp130)) or ligand (cardiotrophin 1 (Ctf1) and cardiotrophin‐like cytokine factor 1 (Clcf1)) expression was confirmed in HSCs and hepatocytes, respectively (Figure S7D,E) [39]. LIF family has been reported to promote fibrosis in the vascular system, kidney, and hepatocellular carcinoma [40, 41, 42], and we found mRNA levels of Lif and Ctf1 were up‐regulated in Tom+ hepatocytes (Figure S7F). Treatment of LIFR inhibitor, EC359, also showed a trend toward reduced fibrosis, but not statistically significant in the CCl_4_‐treated mice (Figure 3G).

To clarify whether senescent hepatocytes up‐regulated fibrogenic phenotypes of HSC through LIF or CTF1, we conducted Huh7 cells as an in vitro platform [43, 44, 45]. We first confirmed that Huh7 cells enter a senescent state following doxorubicin treatment, which was evaluated by SA‐β‐gal staining and p21 expression (Figure S8A,B). We further observed a significant up‐regulation of secreted cytokines such as LIF, CTF1, and IL6. Treatment with either a p38 inhibitor or a JAK inhibitor significantly suppressed the expression of these genes, indicating that both p38 activation and autocrine feedback contributed to the up‐regulation of IL‐6 family cytokines (Figure S8C).

To further confirm the biochemical activity conservation of LIF and CTF1 across human and mouse, we treated primary mouse HSCs and human HSC line LX‐2 with recombinant mouse CTF1, human CTF1, or human LIF. We found that all three cytokines induced STAT3 phosphorylation in both cell types (Figure S8D), indicating that the signaling activity of these cytokines was conserved between humans and mice. Besides, condition media from senescent Huh7 activated collagen expression in both mHSCs and LX‐2 cells, which was alleviated by JAK inhibitor and LIFR inhibitor, EC359, indicating that the LIFR‐JAK pathway contributed to the cross‐talk between senescent hepatocytes and HSCs (Figure S8E,F).

### 2.4 Hepatocytes in Cirrhosis Patients Show p16^h^ Characteristics

To verify whether p16^h^ hepatocytes are also associated with fibrogenic promotion in humans, we first analyzed the relationship between p16 expression levels and fibrosis severity in human cirrhosis samples. Compared to normal liver tissue, samples from cirrhotic patients showed a significantly higher abundance of p16‐expressing hepatocytes (Figure 4A; Figure S9A). We then performed scRNA‐seq analysis on hepatocytes and showed that only a subset of cells from cirrhotic patients overlapped with normal hepatocytes and that clusters 3–6 represented cirrhosis‐specific populations independent of zonation (Figure 4B; Figure S9B,C). Although we cannot draw a clear conclusion about p16^Ink4a^ expression because CDKN2A does not exclusively encode p16^Ink4a^, it was significantly increased in hepatocytes from cirrhotic samples (Figure S9D) consistent with the results of immunohistochemical analysis (Figure 4A). Related to the LIFR pathway, human hepatocytes from liver cirrhosis patients showed higher levels of another LIFR family ligand, LIF, but not CTF1, compared with hepatocytes from normal patients (Figure 4C).

**FIGURE 4:**
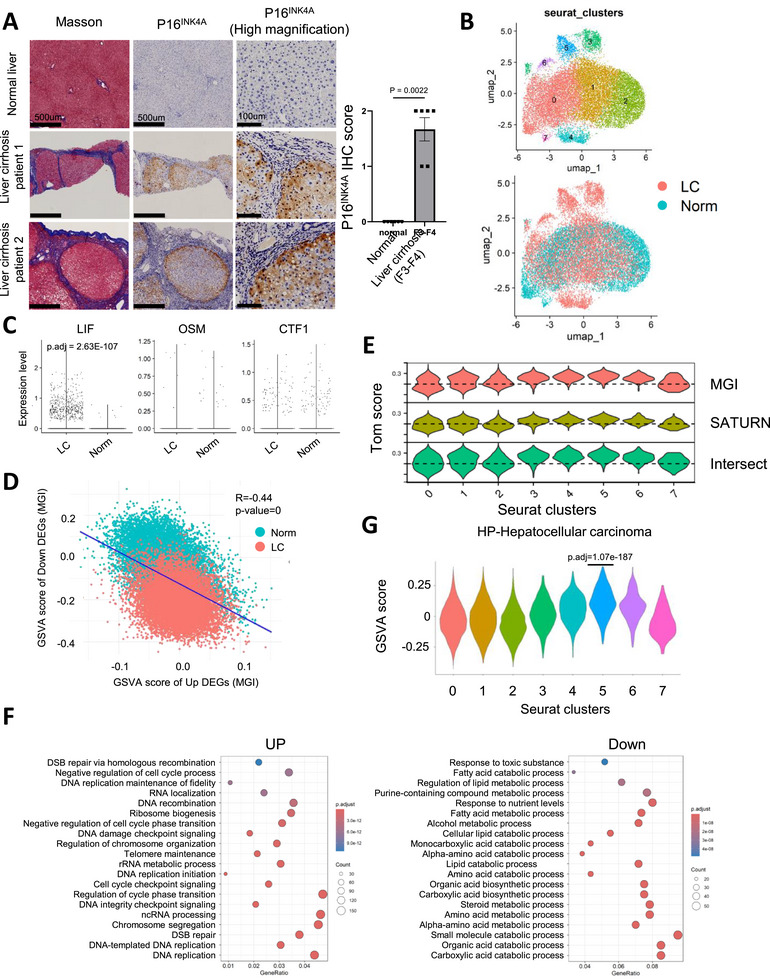
Hepatocytes expressing p16^INK4A^ positively correlate with liver cirrhosis in patients (A) Masson's trichrome and IHC staining of p16 in the livers from patients. The liver samples were obtained from resected tissues of patients with colorectal cancer liver metastases or liver cirrhosis classified as normal or severe fibrosis (F3 and F4), respectively (n=6). Representative images were shown in the left panels. Scale bar, 500 µm, and 100 µm for high magnification. Scoring of p16 IHC was shown in the right panel. 0: negative, 1: weak positive, 2: strong positive. (B) UMAP showing clusters and patients of hepatocytes isolated from normal and liver cirrhosis (LC) biopsies. (C) Violin plots showing the expression levels of indicated genes. (D) Scatter plots showing the GSVA scores of up‐regulated and down‐regulated DEG lists derived from the comparison within mouse cluster 7 and cluster 5+6 in human hepatocytes scRNA‐seq datasets. The mouse DEG lists were converted by the MGI method to human gene names. Pearson correlation coefficient was calculated and shown on the figure. (E) Violin plots showing Tom score representing the difference of GSVA scores converted by the indicated methods. (F) Gene ontology (GO) analysis revealing the enriched biological process terms in the up‐ or down‐regulated DEGs of cluster 5 compared with other cells. DEGs were identified by log_2_FC > 0.3 or < ‐0.3 and *p*‐values < 0.05 adjusted by B–H method. All terms were identified by *p*‐values < 0.05 adjusted by B–H method. (G) Violin plots showing GSVA scores of the indicated gene set from MSigDB. Mann–Whitney test was performed in (A).

To identify cells in the human transcriptome with high similarity to mouse p16^h^ hepatocytes, we employed two approaches based on (1) gene sequences (MGI database) [46] or (2) protein sequence similarity followed by deep learning (SATURN algorithm) [47]. Using these methods, we converted the up and down‐regulated genes from mouse cluster 7 within zone 3 into their human homologous gene names (Figure S10A). The GSVA scores of the up and down gene lists in each approach showed a significant negative correlation (Figure 4D; Figure S10B). By calculating the differences in GSVA scores, we defined a “Tom score” and found that, regardless of the conversion approach, clusters 3–6 showed a higher similarity to mouse p16^h^ hepatocytes (Figure 4E). When cells were classified into high, medium, and low Tom score groups, cluster 5 was identified as the population with the largest number of mouse p16^h^‐like hepatocytes (Figure S10C,D). GO analysis revealed that this cluster had lost the original metabolic functions of hepatocytes and exhibited several transcriptional profiles resembling those of premalignant cells, which was consistently confirmed by the GSVA result of hepatocellular carcinoma‐related gene set (Figure 4F,G) [48].

To determine whether the association between p16^h^ hepatocytes and pre‐malignant lesions can be reproduced in a model of chronic liver injury, we treated p16‐Tom mice with CCl_4_ injections for up to 24 weeks. Around the 12th week, p16^h^ hepatocytes were labeled via TAM administration (Figure S11A). At this point, p16^h^ hepatocytes were predominantly observed as single, scattered cells throughout the liver (Figure S11B). However, following an additional 12 weeks of CCl_4_ injections, we found that two tumor lesions harbor the clone that originated from p16^h^ hepatocytes (Figure S11C). This indicates that the p16^h^ hepatocytes present at the 12th week have potential for malignant transformation. Therefore, p16^h^ hepatocytes in both the murine liver fibrosis model and human cirrhotic samples showed consistency in promoting fibrosis, possibly through the LIFR signaling pathway. The transcriptomic comparison also suggests a potential association between p16^h^ hepatocytes and premalignant lesions.

## 3 Discussion

In this study, we found the accumulation of p16^h^ hepatocytes in the long‐term CCl_4_‐induced liver injury. In contrast to our findings, a recent study using similar p16^Ink4a^ tracer mice reported that p16‐positive hepatocytes were barely detectable in CCl_4_‐induced liver injury [13]. This difference may be determined by the threshold of p16^Ink4a^ promoter activity in the tracer mice used. In this regard, it should be noted that in both tracer mouse models Neo cassette gene, which acts as a local enhancer to augment promoter activity without compromising tissue p16^Ink4a^ promoter fidelity [49, 50, 51], was inserted at the different sites of the p16^Ink4a^ locus. When the Neo cassette gene was inserted between downstream of the p16^Ink4a^ promoter and upstream of the reporter gene, the expression of the reporter gene was much more enhanced, while accurately correlating with the expression of endogenous p16^Ink4a^ [49]. The level of enhancement appeared to be dependent on the insertion site at the p16^Ink4a^ locus (our mouse model inserted the Neo gene at exon 1a, and the mouse model reported by Zhao et al. inserted the Neo gene at exon 3 of the Cdkn2a locus). This idea is strongly supported by observations that mouse Tom+ hepatocytes in CCl_4_‐induced liver injury expressed significantly higher levels of p16^Ink4a^ mRNA and that much higher numbers of p16^Ink4a^+ hepatocytes were detected in human liver samples from cirrhotic patients [11, 14].

The functional zonation of hepatocytes is now a well‐established concept, whose differences are determined by several factors, such as oxygen and nutrient levels throughout the liver lobule [52, 53]. Hepatocytes in zone 1 carry out most of the liver's metabolic functions, such as lipid metabolism, urea and protein synthesis, and gluconeogenesis, whereas those in zone 3 are characterized by glycolysis, glutamine synthesis, and xenobiotic biotransformation reactions. These findings further support our observation that the accumulation of p16^h^ hepatocytes was predominantly detected in zone 3 of CCl_4_‐induced liver injury because CCl_4_ is a classic zone 3 hepatotoxin that causes liver injury leading to hepatic failure.

Single‐cell transcriptomics revealed that p16^h^ hepatocytes were enriched in a unique cluster in liver injury that shared several characteristics of senescence and aging, including upregulation of genes involved in cell cycle arrest, oxidative stress response, DNA damage repair, and protein secretion. GSVA analysis also revealed that this cluster shared signatures of inflammation, protein secretion, and reduced E2F targets. Importantly, mitochondrial ROS levels were significantly higher in the Tom+ hepatocytes. ​A similar set of transcriptomic features has been identified in hepatocytes from aged mice [28], suggesting that aged hepatocytes may possess an enhanced capacity to promote fibrosis upon liver injury. Taken together, CCl_4_‐induced p16^h^ hepatocytes may represent oxidative stress‐induced senescent cells. This is further supported by the fact that CCl_4_ is often used to induce oxidative stress [54].

By introducing the dual Cre and Dre model [35], we designed the p16‐Alb‐LRTD mice to specifically eliminate p16^h^ hepatocytes. In this model, p16^h^ hepatocytes consistently accumulated in zone 3 following the CCl_4_ treatment as observed in the p16‐Tom model. Furthermore, we found that this model effectively improved CCl_4_‐induced fibrosis in the region surrounding central veins (zone 3). Meanwhile, we observed that a 4‐week treatment led to very mild fibrosis in zone 1 and zone 2 of only Alb‐LRTD and p16‐Alb‐LRTD mice. We speculate that this phenomenon may be attributed to the incomplete suppression of DTR leakage expression by loxP‐Stop‐loxP. This intrinsic limitation of the dual model restricts its applicability for investigating more long‐term liver fibrosis. Single‐cell transcriptomic analysis of HSCs after ablation of p16^h^ hepatocytes in CCl_4_‐induced liver injury clearly demonstrated the suppression of many HSCs activation‐related gene expression. These results suggest that p16^h^ hepatocytes act as an epistasis for HSCs activation, which promotes liver fibrosis. Then, we identified Ctf1, a LIFR pathway member, as a crosstalk signaling between p16^h^ hepatocytes and HSCs. Consistent with this, LIFR has recently been proposed to amplify pathogenic activation of fibroblasts and induce various organ fibrosis [41]. Indeed, LIFR inhibition suppressed the collagen expression in primary HSCs promoted by secreted factors from senescent Huh7 cells. However, LIFR expressed by hepatocytes was previously mentioned, which is involved in cross‐talk between hepatocytes and neutrophils and accelerates liver regeneration [55]. Therefore, LIFR inhibition itself may show the less‐than‐expected improvement in the chronic CCl_4_ injury model.

A similar accumulation of p16^h^ hepatocytes was also observed in liver samples from cirrhotic patients. We also identified LIF, another member of the LIFR pathway, as a potential activating factor for human HSCs and was up‐regulated in senescent Huh7 with p38‐ and/or JAK‐dependent mechanisms. Surprisingly, the MGI database and deep learning‐based algorithm, SATURN, identified a hepatocyte cluster from cirrhosis patients that was most similar to the mouse unique cluster containing a large number of p16^h^ cells. This cluster exhibited several premalignant‐like transcriptomic signatures, including the highest GSVA score of hepatocellular carcinoma gene set, suggesting that p16^h^ hepatocytes have the potential to transform into liver cancer cells under specific conditions. However, it is important to note that the clonal expansion observed in mice remains an observational finding at this stage, and further studies will be required to elucidate the molecular or pathological mechanism. A very recent study has also demonstrated that senescent hepatocytes in a metabolic‐associated steatohepatitis (MASH) state partially serve as an origin for hepatocellular carcinoma by downregulating p53 and FBP1 [56].

In conclusion, we uncovered the molecular crosstalk between hepatocytes and HSCs in the CCl_4_‐induced liver injury model, which ultimately induces liver fibrosis. Although CCl_4_‐induced liver injury model does not well reflect the pathological status of liver cirrhosis patients, when integrating transcriptomic data from CCl_4_‐treated livers with those from cirrhotic patients, we were still able to project murine p16^h^ hepatocytes onto human cirrhosis‐specific clusters. In this scenario, p16^h^ hepatocytes play an important role in activating HSCs and promoting fibrogenic processes through LIFR signaling, suggesting that these pathways may be a promising therapeutic target (Figure S11D). In addition, p16^h^ hepatocytes may provide a clue to understanding the molecular basis underlying the association between liver fibrosis and hepatocellular carcinogenesis.

### 3.1 Resource Availability

The scRNA‐seq datasets and bulk RNA‐seq datasets described in this article have been uploaded to the Gene Expression Omnibus (GEO) with accession number GSE312804, GSE312805, GSE312806, and GSE312919. All other data needed to evaluate the conclusions of the study are present in the article and/or supplementary figures. Source data is available from the corresponding authors upon reasonable request.

## 4 Materials and Methods

### 4.1 Mouse Model

All mice were C57BL/6 background and housed in a temperature‐controlled (23–25°C) and humidity‐controlled colony room, maintained on a 12‐h light/dark cycle (lights on from 08:00 to 20:00). They were provided with standard food (CA‐1, CLEA Japan) and water ad libitum. All animals were handled according to the Guidelines for Animal Experiments of the Institute of Medical Science, the University of Tokyo, and Institutional Laboratory Animal Care. All animal experiments were approved by the Animal Experiment Committee at IMSUT (A16‐33, A21‐26). All p16‐Tom male mice used for labeling p16^h^ cells were heterozygous and generated by crossing p16‐Cre^ERT2^ and R26‐CAG‐LSL‐tdTomato‐WPRE mice described previously [57]. All p16‐Alb‐LRTD male mice used for specifically eliminating p16^h^ hepatocytes were also heterozygous by crossing p16‐Cre^ERT2^, Alb‐Dre^ERT2^ (Shanghai Model Organisms Center, Inc., NM‐KI‐200076), and R26‐CAG‐LSL‐RSR‐tdTomato‐2A‐DTR (Shanghai Model Organisms Center, Inc., NM‐KI‐190086). For all the mice we used as a result of in‐house mating.

To induce liver fibrosis, CCl_4_ (KANTO CHEMICAL) was diluted to 20% (v/v) with corn oil (Wako) and administered to mice via intraperitoneal injection every three days at a dose equivalent to 1 mL/kgBW of CCl_4_. Tamoxifen (Cayman) and diphtheria toxin (Wako) were administered at 80 mg/kgBW and 10 µg/kgBW, respectively, to stabilize Cre^ERT2^ and Dre^ERT2^ or eliminate the DTR‐expressing cells [35]. EC359 was dissolved in 10% DMSO+ 40% PEG300+ 5% Tween‐80+ 45% saline and intraperitoneally injected into mice with 5 mg/kgBW one day prior to each CCl_4_ injection.

### 4.2 Primary Mouse Hepatocyte Isolation

The method of hepatocyte isolation was previously described [58]. Mice were anesthetized using 2,2,2‐tribromoethanol. The portal vein was transected after inserting a 22G indwelling needle into the inferior vena cava. The EGTA solution (HBSS(‐) (Wako) + 0.5 mm EGTA + 10 mm HEPES (Nacalai Tesque)) and collagenase solution (HBSS(+) (Wako) + 1 mg/mL collagen Type IV (Gibco), 10 mm HEPES) were perfused sequentially at a flow rate of 5 mL/min for 5 and 7 min, respectively. The liver tissues were gently dissociated in PBS and filtered through a 70 µm cell strainer, followed by pelleting hepatocytes with three centrifugations at 50 × g for 2 min.

For the MitoSOX staining, isolated hepatocytes were stained with 5 µm MitoSOX Green (Invitrogen, M36006) at 37°C for 30 min, and then analyzed by BD FACSAria III (BD Biosciences).

### 4.3 Primary Mouse Hepatic Stellate Cells (HSCs) Isolation

The method and solution compositions for hepatic stellate cells were previously described [59]. Mice were anesthetized, and the portal vein was transected after inserting a 22G indwelling needle into the inferior vena cava. The EGTA, pronase, and collagenase solutions were perfused sequentially at a flow rate of 5 mL/min for 3, 5, and 7 min, respectively. The liver tissue was collected and stirred at 37°C in pronase/collagenase solution for 25 min, maintaining a pH of 7.4. The digested tissue was filtered through a 100 µm cell strainer. After washing with GBSS/B solution (Sigma), the hepatic stellate cells were isolated by density gradient separation using Nycodenz (Serumwerk) solution.

### 4.4 Histology of Mouse Samples

Anesthesia was conducted, followed by systemic perfusion with PBS (Nacalai tesque). For the preparation of paraffin blocks, livers were fixed in 10% formalin for 24 h. After formalin fixation, dehydration was performed using 70% ethanol, and paraffin blocks were subsequently prepared. Sections with a thickness of 5 µm were cut from the paraffin blocks.

For the Sirius red staining, paraffin‐embedded sections were deparaffinized and stained at room temperature using Picro‐Sirius Red Solution (abcam) for 1 h. The sections were then washed three times with 0.5% acetic acid solution and dehydrated. The sections were imaged using a BZ‐X810 (Keyence) with a 20×/0.75 objective lens. Tiled images were captured in a 5 × 5 grid, and the area of Sirius Red staining was quantified by using the BZ‐800Z analyzer software (ver 1.1.2.4).

For the immunohistostaining, paraffin‐embedded sections were deparaffinized and subjected to antigen retrieval using either enzymatic treatment with 10 µg/mL proteinase K (37°C, 10 min) or autoclaving in Sodium Citrate Antigen Retrieval Buffer (Proteintech; 120°C, 20 min). Subsequently, blocking was performed at room temperature with 10% normal goat serum (Nichirei Biosciences). The sections were incubated overnight at 4°C with primary antibodies, including anti‐mCherry (abcam, ab205402; 1:250 dilution), anti‐CYP2E1 (abcam, ab28146; 1:250 dilution), and anti‐HNF4α (CST, 3113S; 1:250 dilution). Secondary antibodies were applied at room temperature for 1 h, including anti‐chicken AF488 (abcam, ab150169; 1:500 dilution) and anti‐rabbit AF647 (Invitrogen, A21245; 1:500 dilution). Finally, nuclei were counterstained with DAPI (CST), and the sections were imaged using a BZ‐X810 (Keyence). For the immunohistostaining with DAB, after antigen retrieval, the sections were incubated with 0.3% H_2_O_2_ for 30 min to block endogenous peroxidase activity. Primary antibody against RFP (Rockland 600‐401‐379, 1:250) was applied and incubated overnight at 4°C. After washing, N‐Histofine Simple Stain Mouse MAX‐PO (R) (Nichirei Biosciences, 414341) was used and incubated for 30 min at room temperature. Signal was developed using Histofine DAB substrate (Nichirei Biosciences, 415171) for 10 min. Hematoxylin counterstaining was performed by incubating the sections for 1 min, followed by dehydration and mounting.

For frozen sections, livers were fixed in 4% paraformaldehyde in PBS (Nacalai Tesque) for 24 h and then cryoprotected in a 30% sucrose solution. After sucrose substitution, the tissue was embedded in an Optimal Cutting Temperature Compound (Sakura Finetek), and sections with a thickness of 10 µm were prepared. The nuclei were stained with Hoechst 33342 (Thermo Fisher), and the imaging was conducted using a BZ‐X810 (Keyence). The tdTomato‐positive hepatocytes were quantified from at least 5 randomly selected images using the BZ‐800Z analyzer.

### 4.5 Histology of Human Liver Biopsy

The use of human liver tissue was approved by the Ethics Committee of the Tokyo Metropolitan Cancer and Infectious Diseases Center Komagome Hospital (approval numbers: 3101, 3200). Liver specimens were obtained from resected tissues (non‐tumorous regions) of patients with colorectal cancer liver metastases or liver cysts (F0) and patients with liver fibrosis (F3 or F4) and hepatocellular carcinoma accompanied by liver cirrhosis (F4, one sample among them was used for scRNA‐seq). Following pathological examination, the specimens were classified as normal liver tissue and severely fibrotic tissue (F3 or F4), respectively. The Pathology Department of the Tokyo Metropolitan Cancer and Infectious Diseases Center Komagome Hospital performed tissue sectioning, immunostaining, and evaluation entirely. Immunostaining was performed using the BOND‐III system (Leica Biosystems), with antigen retrieval using BOND Epitope Retrieval Solution 1 (Leica Biosystems). The p16 immunostaining was applied by conducting CINtec p16 Histology (Roche, 825‐4713; 1:2.5 dilution). The single‐blind evaluation was based on the p16 staining score, assigning a score of 0 for negative, 1 for weak positive, and 2 for strong positive for each specimen.

For the Masson‐Noguchi staining, tissue sections were deparaffinized and stained with a mixed solution of equal volumes of 10% Trichloroacetic (KANTO CHEMICAL) acid and 10% Potassium dichromate (KANTO CHEMICAL) for 10 min, followed by Weigert's iron hematoxylin (MUTO PURE CHEMICALS) for 10 min. Afterward, the sections were treated with 1% hydrochloric acid alcohol, rinsed, and washed in 1% acetic acid water, and incubated in a mixed solution of ponceau xylidine (0.6 g, Sigma), acid fuchsin (0.2 g, MERCK), Acid Red 1 (0.1 g, Tokyo Chemical Industry), and acetic acid (1 mL) dissolved in 500 mL of distilled water for 20 min. This was followed by a wash in 1% acetic acid water and treatment with 2.5% phosphotungstic acid (KANTO CHEMICAL) for 5 min. The sections were stained with 0.04% aniline blue (Nacalai Tesque) for 5 min, washed in 1% acetic acid water, dehydrated through graded alcohols, cleared in xylene, and mounted.

### 4.6 Measurement of AST and ALT Levels in Serum

Blood was taken from the mice through the inferior vena cava and left at room temperature for 1 h. To obtain serum, samples were centrifuged at 2000 g for 20 min. Serum levels of AST and ALT were measured by using the SPOTCHEM EZ SP‐4430 (Arkray) analyzer with SPOTCHEM II (Arkray).

### 4.7 Cell Culture

Huh7 and LX‐2 cells were cultured in DMEM low glucose and high glucose (nacalai tesque), respectively, with 10 % fetal bovine serum (FBS) (Nichirei) and 1X antibiotic‐antimycotic (nacalai tesque) at 37°C under 5 % CO_2_ with normoxia. Primary mouse HSCs were cultured in collagen I‐coated plates (Corning) and DMEM high glucose with 10 % FBS and 1X antibiotic‐antimycotic at 37°C under 5 % CO_2_ with hypoxia conditions (5% O_2_). Senescent Huh7 cells were induced by treating the cells with 0.2 µm doxorubicin for two days, followed by 0.1 µm BI2536 for another two days, and then culturing them in standard medium for an additional two days [43, 44, 45]. Senescence was assessed using the Senescence β‐Galactosidase Staining Kit (Cell Signaling Technology) according to the manufacturer's protocol. Stained cells were imaged and quantified using the BZ‐X810 microscope (Keyence). CYT387 (Selleck), SB203580 (Selleck), and EC359 (MedChemExpress) were used at a concentration of 2 µm, 10 µm, and 100 nm, respectively. Recombinant human LIF (R&D), human CTF1 (Peprotech), and mouse CTF1 (Peprotech) were treated at 25, 100, and 100 ng/ml, respectively.

### 4.8 RNA Isolation and Quantitative Real‐Time PCR

Isolated cells and tissues obtained from mice were lysed in TRIzol (Invitrogen), followed by mixing with chloroform (FUJIFILM) at a ratio of 5:1 (TRIzol: chloroform). After centrifugation at 12 000 g for 15 min at 4°C, the aqueous phase was collected and mixed with an equal volume of 70% ethanol. RNA was further purified by loading to columns from the RNeasy Mini Kit (QIAGEN) or the Single Cell RNA Purification Kit (Norgen). Reverse transcription was performed with ReverTra Ace qPCR RT Master Mix (TOYOBO) or SuperScript IV VILO Master Mix (Thermofisher) to synthesize complementary DNA (cDNA) for qPCR. Real‐time qPCR was conducted using THUNDERBIRD SYBR Next qPCR Master Mix (TOYOBO) on the StepOnePlus system (Applied Biosystems).

### 4.9 Analysis of Bulk RNA‐Sequencing

The Tom+ and Tom‐ hepatocytes were isolated from male p16‐Tom mice treated with vehicle (corn oil) or CCl_4_ using BD FACSAria III (BD Biosciences). Dead cells were removed by DAPI staining (CST). Total RNA was extracted using the Single Cell RNA Purification Kit (Norgen). Library preparation, sequencing, and quality checks were conducted by Novogene Inc. In brief, mRNA was enriched by polyA, strand‐specific RNA‐seq libraries were prepared, and sequencing was performed on the NovaSeq 6000 system (Illumina). Reads were quality‐checked (fastp v0.23.2), aligned to the mm10 genome (HISAT2 v2.1.0) [60], and TPM values were calculated with TPMcalculator (v0.0.4) [61]. Principal component analysis (PCA) was performed using R (v4.3.2), with genes showing TPM expression levels of 1 or higher in at least 6 samples. 

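With the Wald test of DESeq2 (v1.42.0) over the 12 libraries, 61 genes were higher and 477 lower in Tom+ than in Tom- hepatocytes of CCl4-treated mice at the thresholds of Figure S2. In oil-treated mice 6 genes were higher and 11 lower in the libraries labelled Tom+. With only the 6 libraries of a treatment in the fit and the program's own independent filtering, the counts were 76 higher and 424 lower with CCl4 and 9 higher and 19 lower with oil. The paper's text does not state which libraries entered one fit or the design formula. On simulated counts with 200 genes changed by 1.5 on the log2 scale, the Wald test recovered 93% of them and called 25 unchanged genes, against 88.5% and 7 with edgeR's quasi-likelihood test, over 16773 genes. The shares recovered do not apply to smaller changes.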

Differentially expressed genes (DEGs) were identified using DESeq2 (v1.42.1), and the Volcano Plot was generated with GraphPad Prism (v9.4.1).

### 4.10 Single‐Cell RNA‐Sequencing (scRNA‐seq) Library Preparation

To prepare hepatocyte suspensions of CCl_4_‐treated male p16‐Tom mice, PBS was perfused, followed by liver excision and chopping into 5 mm^2^ pieces. The use of human liver samples was approved by the Ethics Committee of the Tokyo Metropolitan Cancer and Infectious Diseases Center Komagome Hospital (approval number: 3200). Human liver samples were processed within 2 h of surgical resection by sectioning a 2 cm × 2 cm tissue fragment into 5 mm^2^ pieces. The tissue fragments were fixed in Fix & Perm Buffer (10X Genomics) containing 4% formaldehyde (Polysciences) at 4°C with moderate agitation for 16–20 h. Fixation was stopped by adding 1.25 m glycine, and the fragments were washed with tissue resuspension buffer (0.496X PBS (Nacalai Tesque), 50 mm Tris‐HCl pH 8.0, 0.02% (w/v) BSA (Sigma), and RNase inhibitors (TOYOBO). The tissues were dissociated into single cells using a gentleMACS Dissociator (Miltenyi) with 0.2 mg/mL of Liberase TL and TH (Roche). Dissociated cells were washed with tissue resuspension buffer, filtered through a 70 µm cell strainer, and stained with MitoBrilliant 646 (Tocris Bioscience, 1:5000 dilution) at 37°C for 30 min. Following staining, the cells were washed, and filtered, and nuclei were stained with 2 µg/mL of Hoechst dye (Dojindo).

The cell suspension was analyzed using a BD FACSAria III flow cytometer (BD Biosciences), and Hoechst+ /MitoBrilliant 646+ /Tom+ or Tom‐ hepatocytes were collected in Protein LoBind Tubes (Eppendorf). Library preparation for single‐cell transcriptomes of isolated hepatocytes was performed using the Chromium Fixed RNA Kit (10X Genomics, Mouse or Human Transcriptome) following the manufacturer's protocol. Briefly, fixed RNA fragments within the cells were captured via hybridization with Chromium Mouse/Human Transcriptome Probe Set v1.0.1 (10X Genomics), and single‐cell droplets were generated using the Chromium iX (10X Genomics). In the mouse samples, three pairs of customized tdTomato probes were added to the probe set for quantifying tdTomato expression. Probe sequences: tdTomato‐1 TACAGGAACAGGTGGTGGCGGCCCT, TTTACGGATGTCAACGTCACAC, tdTomato‐2 AACACAGTGCACACCACGCCACGTT, GCCTGACAACGGGCCACAACTCCTC, tdTomato‐3 AGGACGTCCCGCGCAGAATCCAGGT, GGCAACACAGGCGAGCAGCCAAGGA.

Sequencing of the libraries was performed using DNBSEQ‐G400RS (MGI Tech) with 150‐bp paired‐end reads. MGI FASTQ data were converted to Illumina‐compatible FASTQ format and demultiplexed by sample barcodes using SplitDualBarcodes.pl (provided by MGI). Gene expression matrices were generated using the cellranger multi of CellRanger (v7.2.0 for mouse and v7.0.1 for human) with the mm10 or h38 reference genome.

For the hepatic stellate cells isolation from p16‐Alb‐LRTD and p16‐LRTD mice, the library preparation followed the manufacturer's protocol for the Single Cell 3’ Reagent Kit v3.1 (10x Genomics). Quality control and sequencing of the samples were performed by Novogene Inc. (China). Library sequencing was conducted using the NovaSeq X Plus system (Illumina) with 150‐bp paired‐end reads. Gene expression matrices were generated using the cellranger count of CellRanger (v7.0.1) with the mm10 reference genome.

### 4.11 Analysis of Mouse scRNA‐seq Datasets

Data processing, quality control, normalization, visualization, and clustering were basically performed using Seurat package (v5.1.0) [62] in R (v.4.3.2). For the mouse hepatocytes datasets, cells with a mitochondrial gene fraction exceeding 0.05, fewer than 2000 genes, greater than 10 000 genes, or UMI counts greater than 100 000 were excluded due to low‐quality cells or doublets. Following normalization, scaling, dimensional reduction, and clustering, clusters with low gene counts or expressing Ptprc, Dcn, or Pecam1 were further excluded to focus exclusively on hepatocytes. Differentially expressed genes (DEGs) analysis was conducted using the FindMarkers function with Log2FC>0.3 and FDR<0.05 adjusted by B–H method. Gene ontology (GO) analysis of DEGs and gene set variation analysis (GSVA) were performed using clusterProfiler (v4.10.1) [63] and GSVA (v1.47.3) [64] packages, respectively. The gene sets for GSVA were obtained from MSigDB v2023.1.mm, and all GSVA score comparisons within clusters were conducted using *t*‐tests to calculate *p*‐values, subsequently adjusted by the B–H method for multiple testing correction.

For the mouse HSC datasets, cells with a mitochondrial gene fraction exceeding 0.05, fewer than 2000 genes, greater than 7000 genes, or UMI counts greater than 50 000 were excluded due to the low‐quality cells or doublets. The cells obtained from p16‐LRTD and p16‐Alb‐LRTD mice were integrated by using the reciprocal PCA method with 30 dimensions. Clusters with low gene counts were further excluded. The expression levels of quiescent and activating marker genes were considered to determine the activity of HSCs [37]. Cell‐cell interaction analysis using hepatocyte and HSC datasets was performed using the CellChat package (v1.6.1) [38].

### 4.12 Analysis of Human scRNA‐seq Datasets

For the human hepatocyte datasets, cells with a mitochondrial gene fraction exceeding 0.05, fewer than 1500 genes, greater than 6000 genes, or UMI counts greater than 40 000 were excluded due to the low‐quality cells or doublets. The cells obtained from normal livers and cirrhotic livers were integrated by using the reciprocal PCA method with 30 dimensions. Clusters with low gene counts or expressing PTPRC, DCN, or PECAM1 were excluded to focus exclusively on hepatocytes. DEGs analysis was conducted using the FindMarkers function with Log2FC>0.3 and FDR<0.05 adjusted by B–H method.

The up‐regulated and down‐regulated DEG lists were generated by comparing cluster 7 with clusters 5 and 6 of mouse hepatocyte datasets and further converted to human gene names in two methods to identify human hepatocytes sharing transcriptomic similarities with p16^h^ mouse hepatocytes. In the first method, according to the vertebrate homology dataset obtained from MGI, which is derived from Alliance of Genome Resources [46], the mouse gene symbols were converted to human gene symbols based on the consistency of DB.Class.Key.

In the second method, we applied the SATURN (Species Alignment Through Unification of RNA and Proteins) algorithm to construct a macrogene framework for integrating human and mouse genes [47]. Macrogenes are defined as groups of genes that share similar protein embeddings derived from large protein models, which predict protein structures from amino acid sequences. Gene expression profiles are transformed into macrogene expressions through gene‐to‐macrogene weights, which are learnable parameters of the SATURN algorithm. In addition, SATURN constructs a joint cell embedding space (macrogene embedding), in which the same cell types are aligned across species by encoding macrogene expressions into a lower‐dimensional space. SATURN employs a two‐step training process consisting of pretraining and fine‐tuning. In the pretraining step, the gene‐to‐macrogene weights are optimized to reconstruct gene expression profiles. In the fine‐tuning step, the macrogene embeddings are optimized to discriminate cell types across species, while the gene‐to‐macrogene weights are kept frozen. For the application of SATURN in converting between human and mouse genes through macrogene weights, the pretraining step can be omitted.

Similar gene pairs between human and mice were identified by evaluating the cosine similarity of their weight vectors derived from the pretrained gene‐to‐macrogene weights. The weight vector for a given gene *i* was represented as $\vec{W_{i}}={\left(W_{1,i},W_{2,i},\text{…},W_{M,i}\right)}^{T}$, where *W*_*m*,*g*_ represents the gene‐to‐macrogene weights (*m*  =  1, …, *M*,  *g*  =  1, …, 2*G*). The cosine similarity between a mouse gene *i* and a human gene *j* is calculated as follows:

(1) $$similarity=\frac{{\vec{W}}_{i}^{\left(mouse\right)}\cdot {\vec{W}}_{j}^{\left(human\right)}}{\left\|{\vec{W}}_{i}^{\left(mouse\right)}\right\|\left\|{\vec{W}}_{j}^{\left(human\right)}\right\|}$$

Following the SATURN methodology, macrogene weights are initialized using the ESM2 model (a protein embedding model). During pretraining, SATURN employs an autoencoder optimized with a zero‐inflated negative binomial (ZINB) loss, denoted as $L_{\mathrm{rc}}$​, to reproduce gene expression profiles. Additionally, a supplementary loss term, Ls, is introduced to ensure that the macrogene weights capture similarities in the protein embedding space. For pretraining, a subset of 12 000 highly variable human and mouse genes (G) was utilized, and the number of macrogenes (M) was 5000. The pretraining procedure consisted of 2000 steps. For the 12 000 highly variable human and mouse gene pairs, a pair of genes was considered similar if their cosine similarity exceeded 0.85. This filtering step ensures that only gene pairs with high similarity in the embedding space were retained for further analysis, facilitating robust comparisons between human and mouse genes.

The converted up‐regulated and down‐regulated gene lists were used to calculate the GSVA scores in the human hepatocyte datasets, and the difference values of the two scores were defined as Tom scores to represent the similarity to p16^h^ mouse hepatocytes.

### 4.13 Protein Extraction and Immunoblotting

Collected hepatocytes were lysed by using Laemmli buffer (2% SDS, 10% glycerol, 5% 2‐mercaptoethanol, 0.002% bromophenol blue, and 62.5 mm Tris‐HCl at pH 6.8). Cell lysates were separated by SDS‐PAGE and transferred to PVDF membranes (Millipore) and then subjected to immunoblotting with the anti‐p16 (abcam, ab211542, 1:1000 dilution), anti‐STAT3 (CST, 12640, 1:1000 dilution), and anti‐p‐STAT3 (CST, 9145, 1:1000 dilution) using the ECL detection system. Anti‐GAPDH (CST, 5174S, 1:1000 dilution) or anti‐ACTB (Santa Cruz, sc‐69879, 1:5000 dilution) was used as a loading internal control. Membranes were supplied with Immobilon Forte Western HRP substrate (Millipore) and detected using Amersham Imager 680 (Cytiva).

### 4.14 Statistical Analysis

For animal experiments, all the male mice were randomly assigned to each group and independently followed the same schedule in each experimental design. The sample sizes were not predetermined by pilot studies. The single‐blind design was only employed to qualify for p16 staining in the patient pathological sections. Data are presented as means ± SEM unless otherwise noted. Comparisons between the two groups were made by paired or unpaired two‐tailed Student's *t*‐test. Multi‐comparisons of one‐variable data were carried out by one‐way analysis of variance (ANOVA) followed by a Sidak test or Dunnett's test. All analyses were performed using GraphPad Prism 9 (v9.4.1) or R.

## Author Contributions

M.N. and Y.J. conceived the project. K.N., Y.J., T.‐W.W., and M.N. planned the experiments. K.N., T.‐W.W., S.K., and S.T. performed the experiments. K.N., T.‐W.W., S.K., S.T., Y.T.O., K.Y., T.K., M.Kimura, T.H., S.O., T.I., T.C., T.J., M.Katano, K.Kamataki, R.Y., E.S., K.Kimura, S.Y., S.I., Y.F., A.M., Y.J., and M.N. analyzed the results. M.N., K.N., and T.‐W.W. wrote the paper, with editing by all the other authors.

## Conflicts of Interest

M.N. is the scientific advisor and shareholder at reverSASP Therapeutics. S.Y. is co‐founder of Celaid Therapeutics. T.I., M.Katano, and K.Kamataki are employees of GMO Internet Group, Inc. T.C. and T.J. are employee and CEO of GMO Research Activity Support & Technology, Inc., respectively. R.Y. is an employee of GMO Healthtech, Inc.

## Supporting information

**Supporting File 1**: advs73862‐sup‐0001‐SuppMat.docx.

**Supporting File 2**: advs73862‐sup‐0002‐FiguresS1.pptx.

**Supporting File 3**: advs73862‐sup‐0003‐TableS2.docx.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: p16Ink4a‐Positive Hepatocytes Drive Liver Fibrosis Through Activation of LIFR Family Pathway
**Source:** Adv Sci (Weinh). 2026 Jan 25;13(17):e10562. doi: 10.1002/advs.202510562
**Supplement:** Supplementary file 1 — Supporting File 1: advs73862‐sup‐0001‐SuppMat.docx.

**Figure S1. Chronic liver injury leads to the prolonged expression of p16^Ink4a^ in hepatocytes**

(A) The serum levels of AST and ALT, (B) mRNA levels of p16^Ink4a^, and (C) protein levels of p16^INK4A^ at designated days after the final CCl_4_ treatment. The CCl_4_ injection schedule for the 4-week treatment was shown in Figure 1A. The corn oil group was sacrificed one day after the final dose of injection. (D) Immunofluorescent staining of indicated antibodies in the liver samples treated as shown in Figure 1A. Scale bar: 100 μm. (E) Gating strategy of FACS analysis shown in Figure 1D. The Tom fluorescent images of sorted Tom+ and Tom- hepatocytes were shown in the lower-right panel. Scale bar: 100 μm. One-way ANOVA followed by Dunnett’s test was performed in (A) and (B).

**Figure S2. A bulk transcriptome analysis reveals that Tom+ hepatocytes tend to localize within zone 3**

(A) The PCA plot illustrating the transcriptomic distribution of hepatocytes. 

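Along PC2 of the hepatocyte libraries, Tom+ and Tom- were apart in CCl4-treated mice. The Tom+ CCl4 libraries scored -22.4 ± 3.87 (SD, n = 3) and the Tom- CCl4 libraries 21.5 ± 3.46 (SD, n = 3), without overlap (exact permutation test, p = 0.1, the smallest p of this design). The oil libraries lay between them, those labelled Tom+ at 3.22 ± 4.16 (SD, n = 3) and those labelled Tom- at -2.30 ± 2.04 (SD, n = 3), and these groups overlapped (exact permutation test, p = 0.2). PC3 held 9.78% of the variance.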

Tom+ and Tom- hepatocytes were isolated from livers treated with corn oil or CCl_4_ as shown in Figure 1A. (B and C) Volcano plots showing the DEGs between Tom+ and Tom- hepatocytes from (B) corn oil and (C) CCl_4_ treated mice. 

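In oil-treated mice, edgeR's quasi-likelihood test called 0 genes higher and 0 lower in the libraries labelled Tom+ than in those labelled Tom-, with 1198 genes at an unadjusted p-value under 0.05. Same-numbered oil libraries deviated together with a mean correlation of 0.480, against -0.237 for libraries of different numbers, and with the replicate number as a block 11 genes were higher and 29 lower. The log2 fold change of Glul in the libraries labelled Tom+ was -1.02 (standard error 0.83, adjusted p = 0.847 without and 0.267 with the block). That of Lgr5 was -1.37 (standard error 0.79, adjusted p = 0.783 without and 0.0332 with the block), and that of Slc1a2 was -1.44 (standard error 1.04, adjusted p = 0.827 without and 0.278 with the block). Each of the 3 genes was lower in 3 of 3 same-numbered pairs. Rps27a and Tff3 had log2 fold changes of -0.016 and 0.13 (adjusted p = 0.997 and 0.978), and the reporter had 0.47 (standard error 1.08, adjusted p = 0.954). In CCl4-treated mice the reporter had a log2 fold change of 2.99 (standard error 1.16, adjusted p = 0.170 without and 0.0872 with the block), in a fit whose spread also took in the oil libraries, and Slc1a2 had 1.34 (standard error 1.05, adjusted p = 0.500 without and 0.112 with the block). The reporter passed both thresholds when edgeR was fitted to the 6 CCl4 libraries alone (log2 fold change 2.98, adjusted p = 0.0137).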

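Without the expression filter, 29 genes were higher and 263 lower in Tom+ than in Tom- hepatocytes of CCl4-treated mice over 27185 genes, and with at least 10 counts required in every library 35 were higher and 365 lower over 14009 genes. Among the DEGs with a mean of at least 1 CPM and the same direction in 3 of 3 same-numbered pairs, the largest rise was that of Aldh1l2 (ENSMUSG00000020256, chromosome 10, 83487450 to 83534140), a mitochondrial folate enzyme gene. It was at 5.26 ± 2.89 CPM (SD, n = 3) in Tom+ and 0.793 ± 0.297 CPM (SD, n = 3) in Tom-, with a log2 fold change of 2.72 (standard error 0.50, adjusted p = 0.0113 from edgeR). Tenm3 and Nxpe2 followed with 1.85 and 1.68 (adjusted p = 0.0182 and 0.0342). The largest fall was that of Mup12 (ENSMUSG00000094793, chromosome 4, 60737383 to 60741326), another major urinary protein gene with divided reads, at 10.4 ± 5.13 CPM (SD, n = 3) in Tom+ and 55.7 ± 13.9 CPM (SD, n = 3) in Tom-, with a log2 fold change of -2.42 (standard error 0.54, adjusted p = 0.0355 from edgeR). Gm21781 (ENSMUSG00000095123, chromosome 10, 4391587 to 4396424), with 20 to 121 counts per CCl4 library, had a log2 fold change of -2.26 (standard error 0.32, adjusted p = 0.00501 from edgeR).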

DEGs were identified by log_2_FC > 0.75 or < -0.75 and p-values < 0.05 adjusted by B-H method.

**Figure S3. The zone 3 localization of Tom+ hepatocytes is recapitulated by scRNA-seq analysis**

(A) The gating strategy of FACS for sorting fixed single Tom+ and Tom- hepatocytes isolated from the mice treated as shown in Fig. 1A. (B) Feature plots showing the expression levels of indicated zonation marker genes in the scRNA-seq datasets. (C) UMAP showing the distribution of Tom+ and Tom- hepatocytes. (D) Violin plot showing the expression level of Tom detected by customized probes in this study. (E) UMAP showing the Seurat clustering of hepatocytes in the left panel. The percentage of Tom+ cells within clusters in zone 3 were calculated and shown in the right panel.

**Figure S4. DEG analysis of Tom+ hepatocytes in zone 3**

(A) Gene ontology (GO) analysis revealing the enriched biological process terms in the up- or down-regulated DEGs of cluster 7 compared with clusters 5+6. DEGs were identified by log_2_FC > 0.3 or < -0.3 and p-values < 0.05 adjusted by B-H method. All terms were identified by p-values < 0.05 adjusted by B-H method. (B) Violin plots showing the expression levels of indicated up-regulated DEGs in cluster 7 across all zones. (C) qPCR analysis of indicated genes in isolated Tom+ and Tom- hepatocytes. (n=5) Ratio paired T-test was performed.

**Figure S5. GSVA analysis of Tom+ hepatocytes in zone 3**

GSVA results of indicated terms from hallmark or Reactome databases. Violin plots displayed the distribution of GSVA score of each zone or cluster in zone 3. Feature plots revealed the scores of each cell, and the black arrowhead indicated the cluster 7.

**Figure S6. Elimination of p16^h^ hepatocytes reduced collagen expression in livers**

(A) Frozen sections of livers from mice with indicated genotypes and treatments shown in Figure 3B. Scale bars, 500 μm in the upper panel and 100 μm in the lower panel. White arrowheads indicated Tom+ hepatocytes. CV: central vein. (B) The quantitative results of sections shown in (A). (n=3) (C) qPCR analysis of indicated genes in whole liver lysates from the mice with indicated genotypes following the treatments shown in Figure 3B. (n=5) (D) Sirius red staining results of the liver following 2-week treatment as shown in Figure 3B. The representative images were shown in the left panels. Scale bar, 500 μm. Quantitative results of Sirius red area percentage were shown in the right panel. (n=5) One-way ANOVA followed by the Sidak test was performed in (B), and an unpaired T-test was performed in (C) and (D).

**Figure S7. The scRNA-seq analysis of HSCs reveals the improvement of CCl_4_-induced liver fibrosis**

(A) UMAP showing the distribution of single-cell transcriptome from indicated mice. (B and C) Feature plots showing the expression levels of (B) cell type marker genes, (C) HSC activation markers, and quiescence markers. (D) Violin plots showing the expression levels of receptors in LIFR pathway of indicated cell types in mouse HSC datasets. (E) Violin plots showing the expression levels of ligands in LIFR pathway of indicated zonation in mouse hepatocyte datasets. (F) qPCR analysis of indicated genes in isolated Tom+ and Tom- hepatocytes. (n=5) Ratio paired T-test was performed.

**Figure S8. LIFR-JAK pathway is involved in mediating the profibrotic effects of senescent hepatocytes on HSCs**

(A) SA-β-gal staining results of proliferating (Prol) and senescent (Sene) Huh7 induced by treating 0.2 μM doxorubicin. The representative images were shown in the left panel. Scale bar, 50 μm.(B) qPCR analysis of p21 in Huh7 cells under indicated conditions. (n=3) (C) qPCR analysis of indicated genes in Prol and Sene Huh7 cells with 48 hours treatments of indicated inhibitors. (n=3) (D) Immunoblotting results of mouse CTF1 (100 ng/ml), human CTF1 (100 ng/ml) and human LIF (25 ng/ml) treated HSCs using indicated antibodies. Cell lysates were collected 30 or 60 minutes after treatments. (E and F) qPCR analysis of indicated genes in (E) mouse HSCs and (F) LX-2 cells treated with conditional media (C.M.) collected from Prol and Sene Huh7 cells for 24 hours. Inhibitors were added to the conditional media with indicated concentration. (n=3) Unpaired T-test (A and B), and one-way ANOVA followed by the Tukey’s test (C, E, and F) were performed.

**Figure S9. Hepatocytes expressing p16^INK4A^ are enriched in liver cirrhosis patients**

(A) Representative images of scoring p16 IHC staining shown in Figure 4A. (B) The gating strategy of FACS for sorting fixed single human hepatocytes. (C) Feature plots showing the expression levels of indicated genes. (D) Violin plot showing the expression levels of CDKN2A.

**Figure S10. Human hepatocytes similar to mouse p16^h^ hepatocytes are identified through distinct gene conversion approaches**

(A) The Venn diagrams illustrating the number of genes identified and the overlap between the two methods of gene name conversion. (B) Scatter plots showing the GSVA scores of up-regulated and down-regulated DEG lists derived from the comparison within mouse cluster 7 and cluster 5+6 in human hepatocytes scRNA-seq datasets. The mouse DEG lists were converted by SATURN or the intersect between MGI and SATURN to human gene names. Pearson correlation coefficient was calculated and shown on the figure. (C) Histograms showing the distribution of Tom scores in the human hepatocyte datasets. The threshold for distinguishing between low and medium levels was determined by the intersection point of the two peaks, while the threshold for separating medium and high levels was defined as the 90th percentile of the distribution in Norm group. (D) Barplot showing the proportion of cells with high, medium, and low Tom scores in the indicated clusters.

**Figure S11. Mouse p16^h^ hepatocytes potentially associates with premalignant lesions**

(A) The schematic image of CCl_4_ and TAM administration. (B) Representative images of H&E, Sirius Red, and anti-RFP immunohistochemistry staining of p16-Tom mice in 12w group as shown in (A). Scale bar: 1 mm (C) Representative images of photo, H&E, Sirius Red, and anti-RFP immunohistochemistry staining of p16-Tom mice in 24w group as shown in (A). Tumor lesions were indicated with black arrowheads. In the images with high magnification, the boundary between tumor and normal area was assigned with dash line. Scale bars: 5 mm (photo), 1 mm (low magnification), and 200 μm (high magnification). (D) Schematic figure of brief summary in this study.

# Supplementary material for: p16Ink4a‐Positive Hepatocytes Drive Liver Fibrosis Through Activation of LIFR Family Pathway
**Source:** Adv Sci (Weinh). 2026 Jan 25;13(17):e10562. doi: 10.1002/advs.202510562
**Supplement:** Supplementary file 2 — Supporting File 2: advs73862‐sup‐0002‐FiguresS1.pptx.

## Slide 1
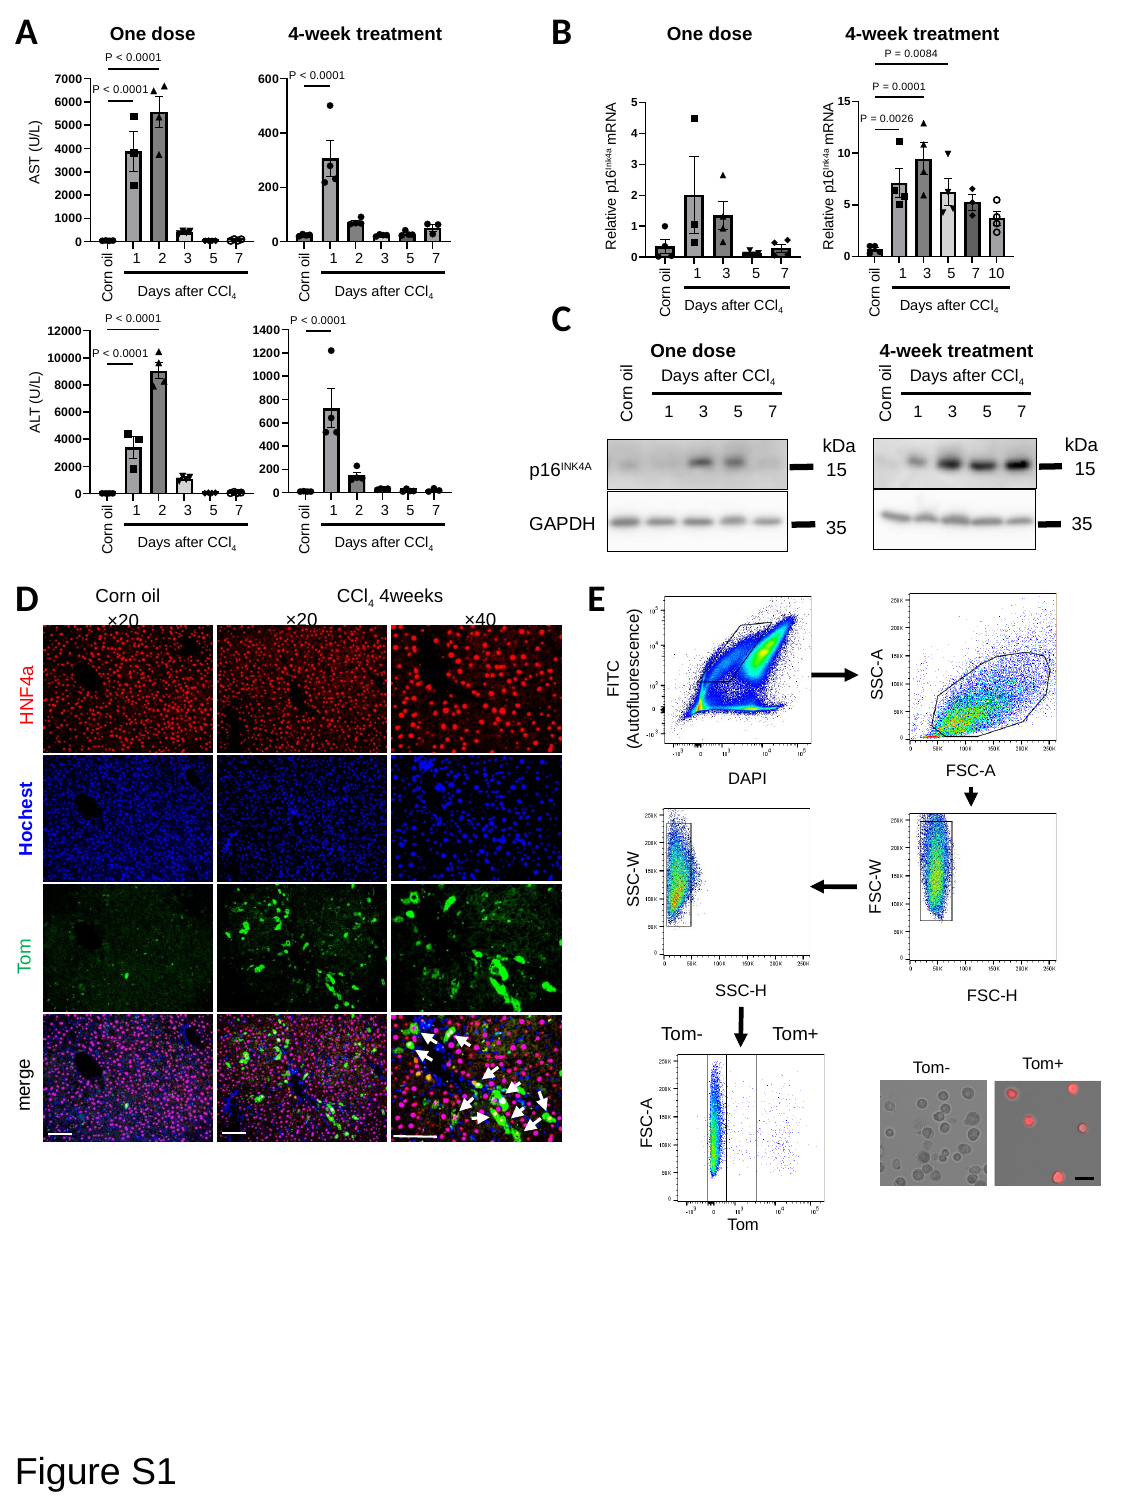

A
B
One dose
4-week treatment
One dose
4-week treatment
Relative p16Ink4a mRNA
Relative p16Ink4a mRNA
1
3
5
7
1
3
5
7
10
Corn oil
Corn oil
Days after CCl4
Days after CCl4
AST (U/L)
1
2
3
5
7
1
2
3
5
7
Corn oil
Corn oil
Days after CCl4
Days after CCl4
C
1
2
3
5
7
1
2
3
5
7
Corn oil
Corn oil
Days after CCl4
Days after CCl4
ALT (U/L)
One dose
4-week treatment
Days after CCl4
Days after CCl4
Corn oil
Corn oil
1
3
5
7
1
3
5
7
kDa
kDa
15
p16INK4A
15
35
GAPDH
35
D
E
FITC
(Autofluorescence)
SSC-A
FSC-A
DAPI
SSC-W
FSC-W
SSC-H
FSC-H
Tom-
Tom+
Tom+
Tom-
FSC-A
Tom
Corn oil
CCl4 4weeks
×20
×40
×20
HNF4a
Hochest
Tom
merge
Figure S1

## Slide 2
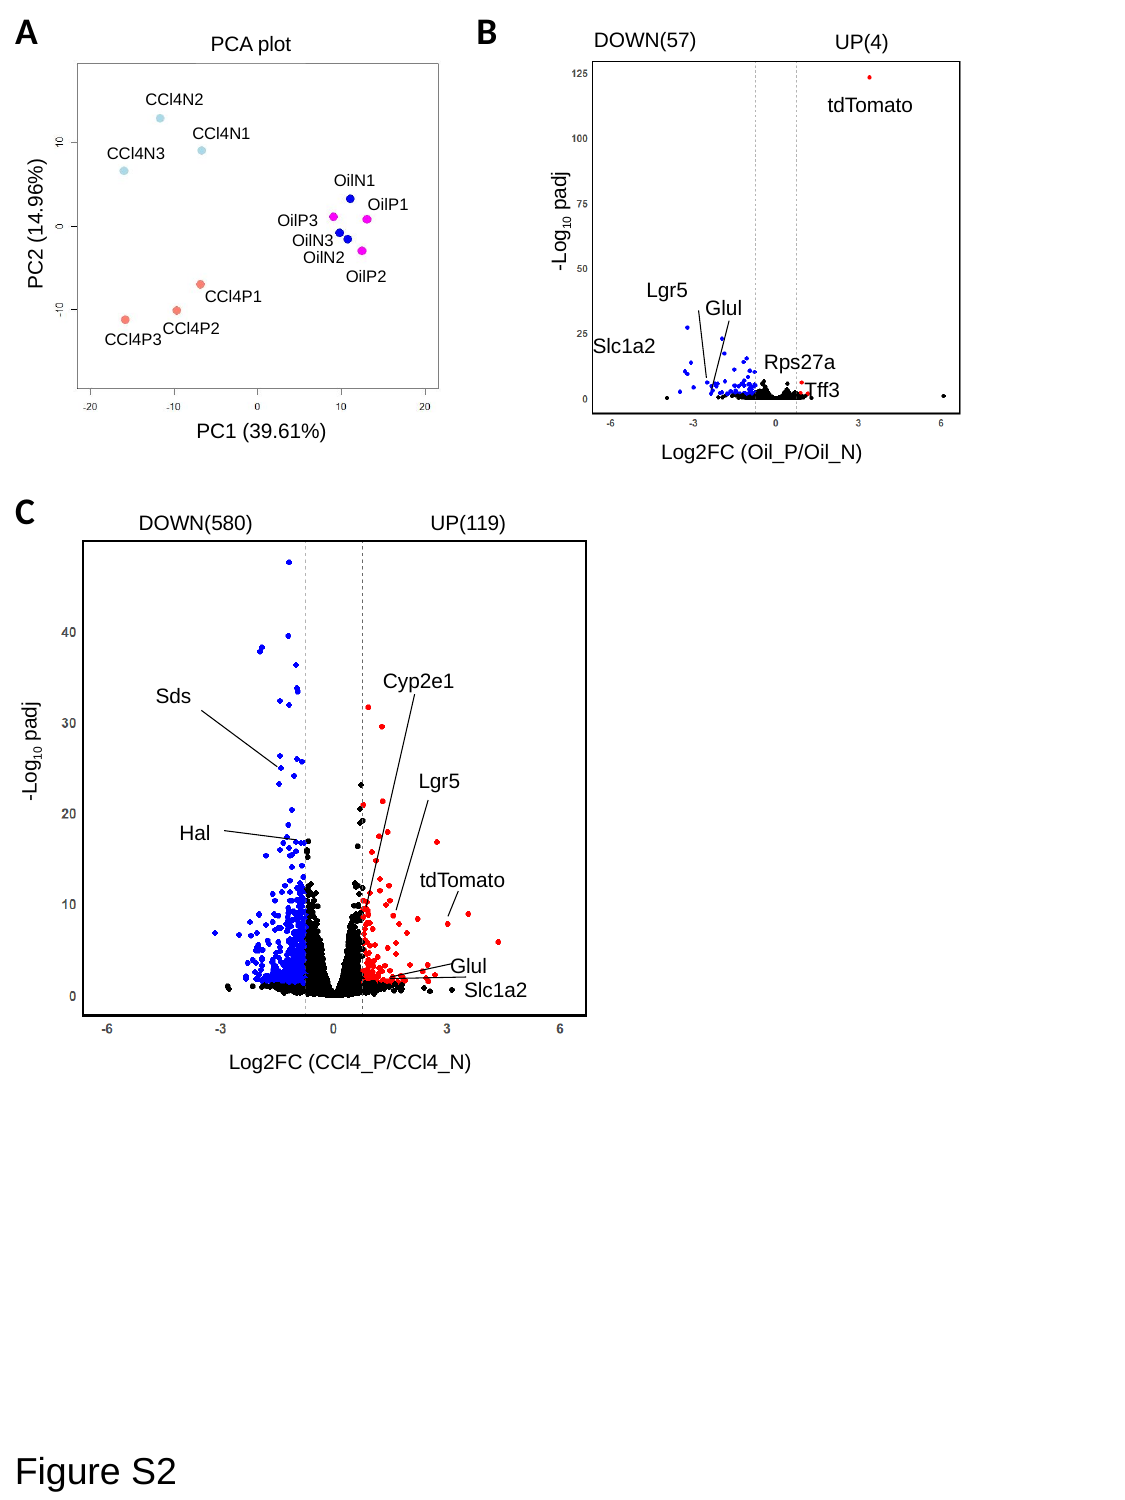

A
B
CCl4N2
CCl4N1
CCl4N3
OilN1
OilP1
OilP3
OilN3
OilN2
OilP2
CCl4P1
CCl4P2
CCl4P3
PCA plot
PC2 (14.96%)
PC1 (39.61%)
DOWN(57)
UP(4)
tdTomato
-Log10 padj
Lgr5
Glul
Slc1a2
Rps27a
Tff3
Log2FC (Oil_P/Oil_N)
C
DOWN(580)
UP(119)
Cyp2e1
Sds
-Log10 padj
Lgr5
Hal
tdTomato
Glul
Slc1a2
Log2FC (CCl4_P/CCl4_N)
Figure S2

## Slide 3
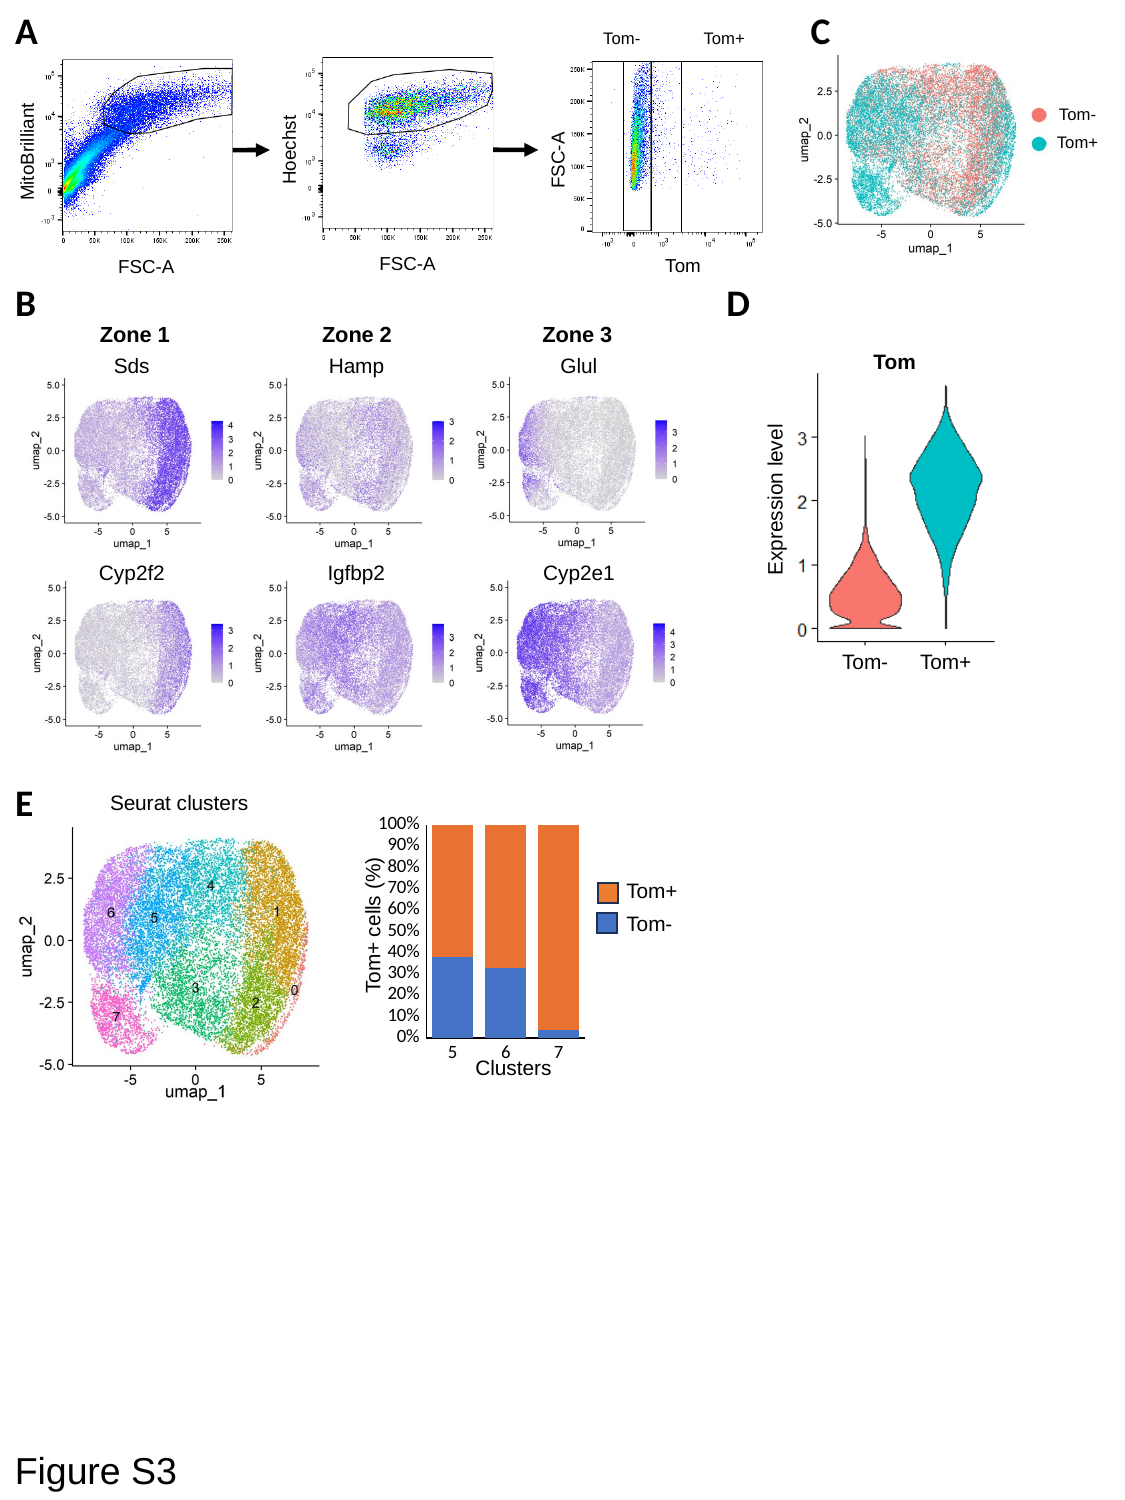

A
C
Tom-
Tom+
Hoechst
FSC-A
MitoBrilliant
FSC-A
Tom
FSC-A
Tom-
Tom+
B
D
Zone 1
Zone 2
Zone 3
Tom
Sds
Hamp
Glul
Expression level
Cyp2f2
Igfbp2
Cyp2e1
Tom-
Tom+
E
Seurat clusters
### Chart
| Category | Tom- | Tom+ |
|---|---|---|
| 5 | 1237.0 | 2006.0 |
| 6 | 1092.0 | 2227.0 |
| 7 | 54.0 | 1445.0 |
Tom+
Tom-
Tom+ cells (%)
Clusters
Figure S3

## Slide 4
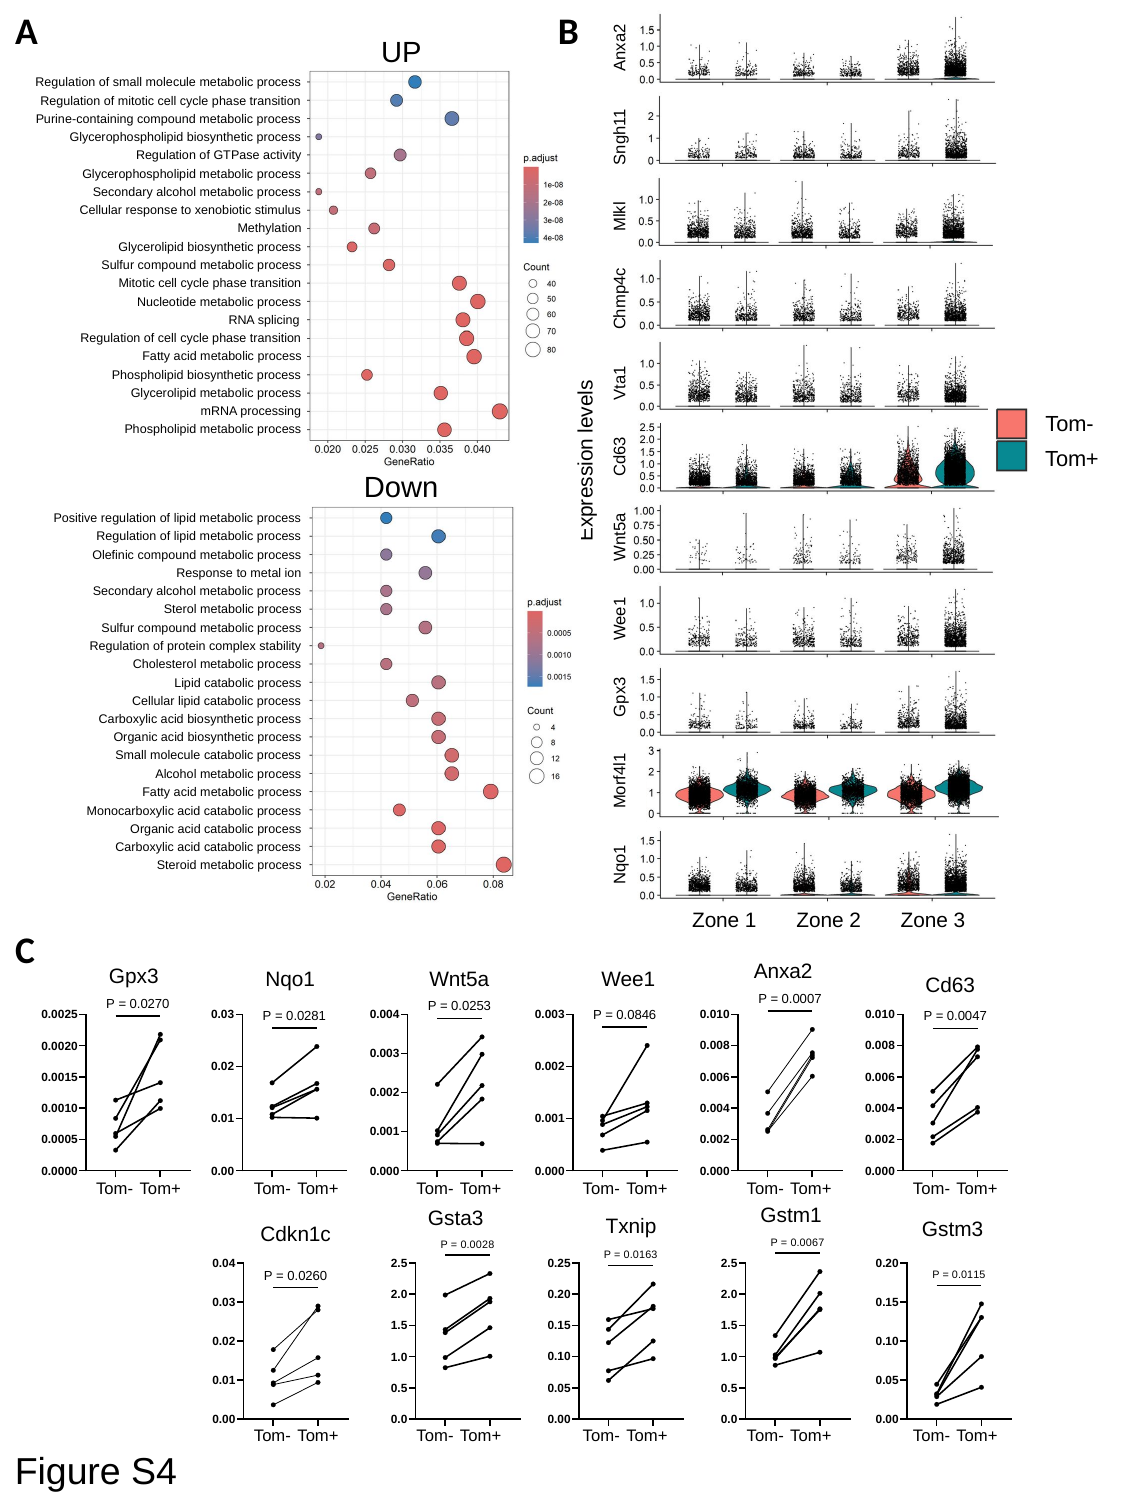

A
B
Anxa2
Sngh11
Mlkl
Chmp4c
Vta1
Cd63
Expression levels
Wnt5a
Wee1
Gpx3
Morf4l1
Nqo1
Zone 1
Zone 2
Zone 3
UP
Regulation of small molecule metabolic process
Regulation of mitotic cell cycle phase transition
Purine-containing compound metabolic process
Glycerophospholipid biosynthetic process
Regulation of GTPase activity
Glycerophospholipid metabolic process
Secondary alcohol metabolic process
Cellular response to xenobiotic stimulus
Methylation
Glycerolipid biosynthetic process
Sulfur compound metabolic process
Mitotic cell cycle phase transition
Nucleotide metabolic process
RNA splicing
Regulation of cell cycle phase transition
Fatty acid metabolic process
Phospholipid biosynthetic process
Glycerolipid metabolic process
mRNA processing
Phospholipid metabolic process
Down
Positive regulation of lipid metabolic process
Regulation of lipid metabolic process
Olefinic compound metabolic process
Response to metal ion
Secondary alcohol metabolic process
Sterol metabolic process
Sulfur compound metabolic process
Regulation of protein complex stability
Cholesterol metabolic process
Lipid catabolic process
Cellular lipid catabolic process
Carboxylic acid biosynthetic process
Organic acid biosynthetic process
Small molecule catabolic process
Alcohol metabolic process
Fatty acid metabolic process
Monocarboxylic acid catabolic process
Organic acid catabolic process
Carboxylic acid catabolic process
Steroid metabolic process
Tom-
Tom+
C
Anxa2
Gpx3
Nqo1
Wnt5a
Wee1
Cd63
Tom-
Tom-
Tom-
Tom-
Tom-
Tom-
Tom+
Tom+
Tom+
Tom+
Tom+
Tom+
Gstm1
Gsta3
Txnip
Gstm3
Cdkn1c
Tom-
Tom-
Tom-
Tom-
Tom-
Tom+
Tom+
Tom+
Tom+
Tom+
Figure S4

## Slide 5
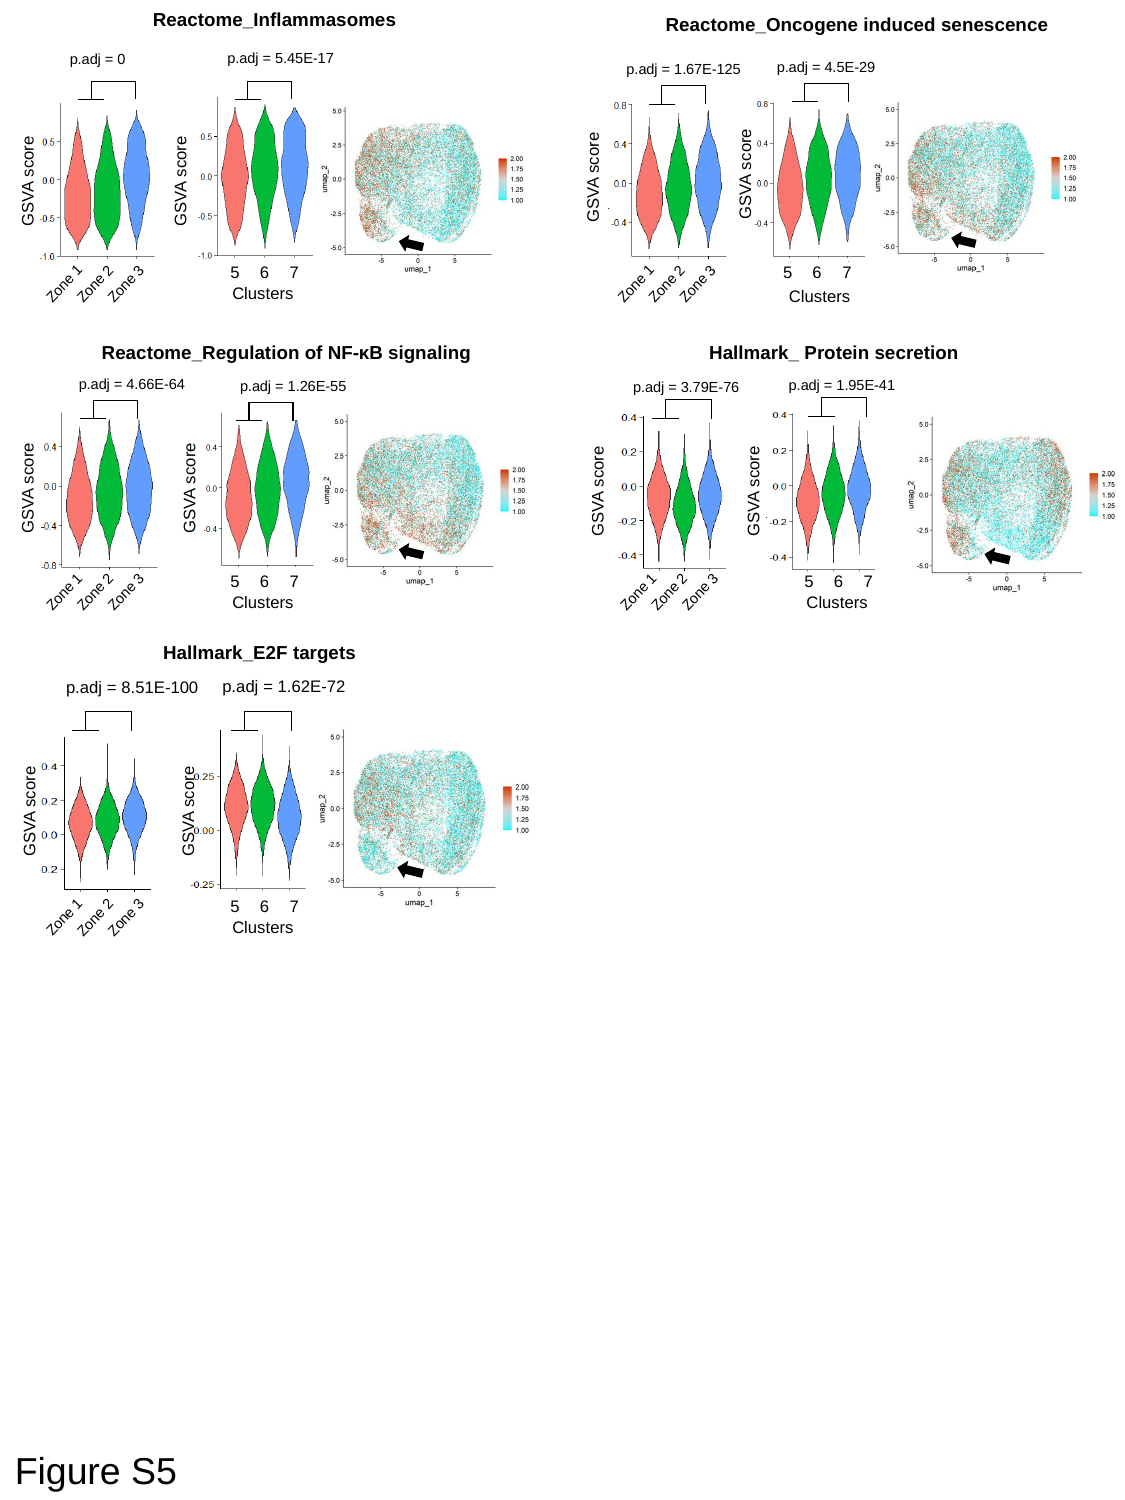

Reactome_Inflammasomes
p.adj = 5.45E-17
p.adj = 0
GSVA score
GSVA score
5
6
7
Zone 1
Zone 3
Zone 2
Clusters
Reactome_Oncogene induced senescence
p.adj = 4.5E-29
GSVA score
GSVA score
5
6
7
Zone 3
Zone 2
Clusters
p.adj = 1.67E-125
Zone 1
Reactome_Regulation of NF-κB signaling
p.adj = 4.66E-64
p.adj = 1.26E-55
GSVA score
GSVA score
5
6
7
Zone 1
Zone 3
Zone 2
Clusters
Hallmark_ Protein secretion
p.adj = 1.95E-41
p.adj = 3.79E-76
GSVA score
GSVA score
5
6
7
Zone 1
Zone 3
Zone 2
Clusters
Hallmark_E2F targets
p.adj = 1.62E-72
p.adj = 8.51E-100
GSVA score
GSVA score
5
6
7
Zone 1
Zone 3
Zone 2
Clusters
Figure S5

## Slide 6
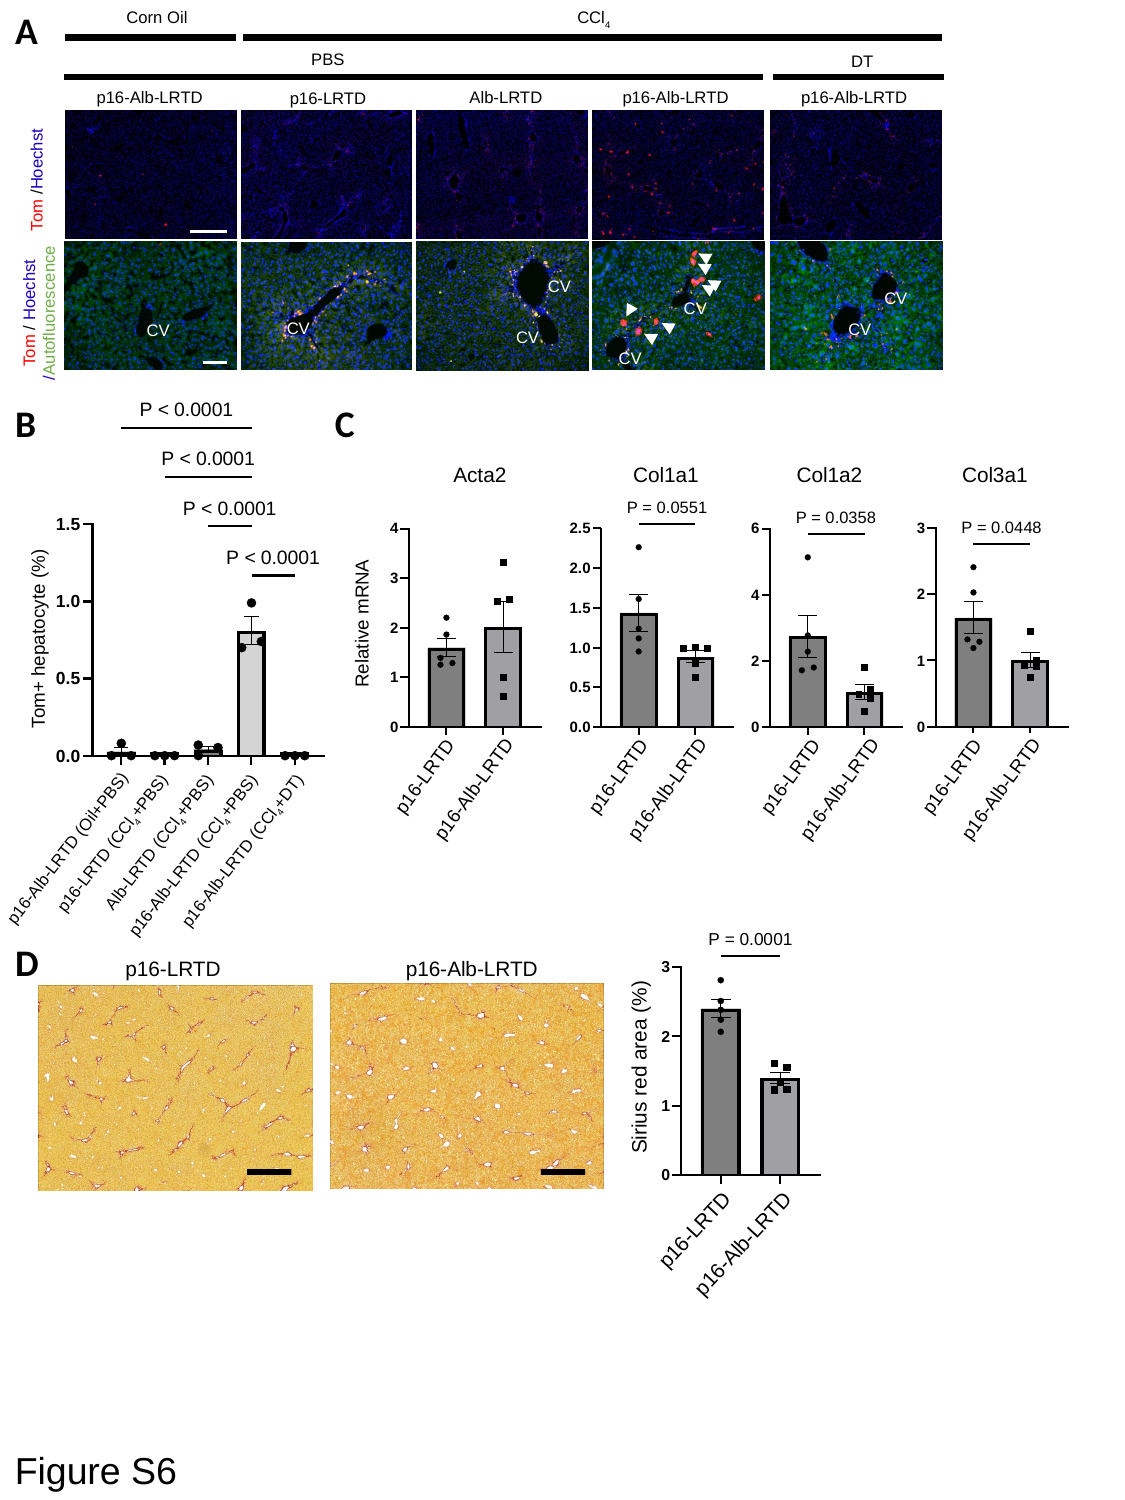

A
Corn Oil
CCl4
PBS
DT
p16-Alb-LRTD
Alb-LRTD
p16-Alb-LRTD
p16-Alb-LRTD
p16-LRTD
Tom /Hoechst
CV
CV
Tom / Hoechst /Autofluorescence
CV
CV
CV
CV
CV
CV
Tom+ hepatocyte (%)
p16-Alb-LRTD (Oil+PBS)
p16-LRTD (CCl4+PBS)
Alb-LRTD (CCl4+PBS)
p16-Alb-LRTD (CCl4+PBS)
p16-Alb-LRTD (CCl4+DT)
B
C
Acta2
Col1a1
Col1a2
Col3a1
Relative mRNA
p16-LRTD
p16-LRTD
p16-LRTD
p16-LRTD
p16-Alb-LRTD
p16-Alb-LRTD
p16-Alb-LRTD
p16-Alb-LRTD
p16-Alb-LRTD
p16-LRTD
Sirius red area (%)
p16-LRTD
p16-Alb-LRTD
D
Figure S6

## Slide 7
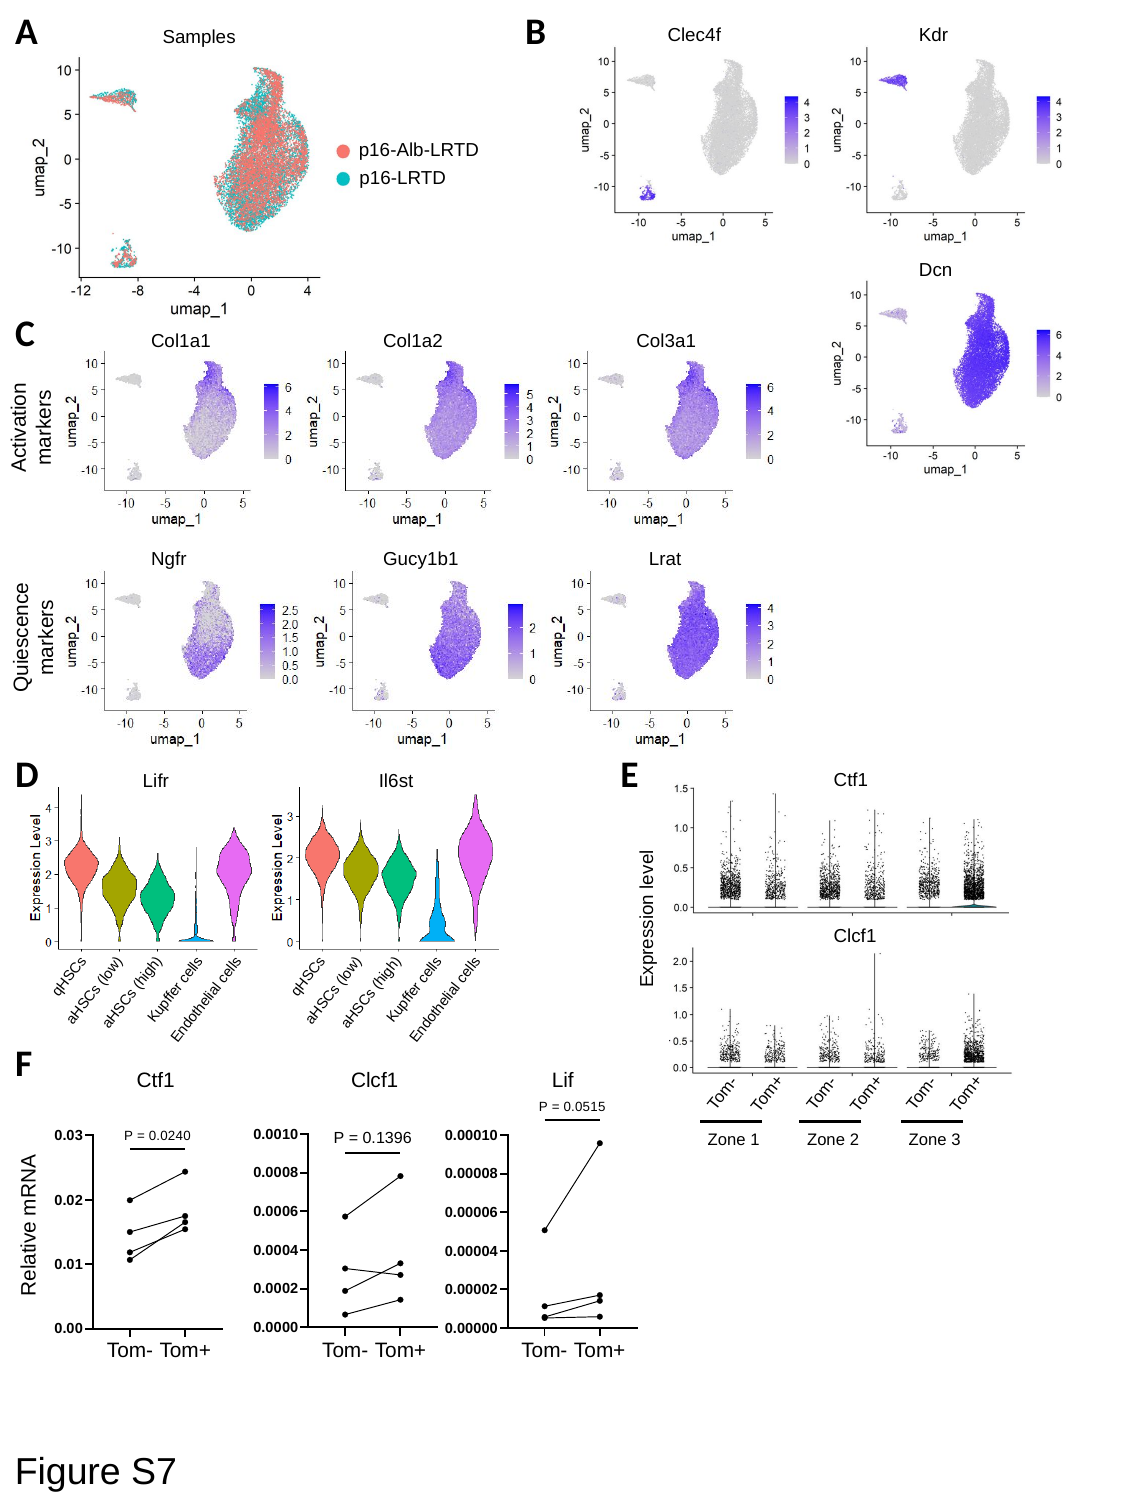

A
B
Clec4f
Kdr
Dcn
Samples
p16-Alb-LRTD
p16-LRTD
C
Col1a1
Col1a2
Col3a1
Activation markers
Ngfr
Gucy1b1
Lrat
Quiescence markers
D
E
Ctf1
Expression level
Clcf1
Tom-
Tom+
Tom-
Tom+
Tom-
Tom+
Zone 1
Zone 2
Zone 3
Lifr
Il6st
qHSCs
qHSCs
Kupffer cells
Kupffer cells
aHSCs (low)
aHSCs (low)
aHSCs (high)
aHSCs (high)
Endothelial cells
Endothelial cells
F
Ctf1
Clcf1
Lif
Relative mRNA
Tom-
Tom+
Tom-
Tom+
Tom-
Tom+
Figure S7

## Slide 8
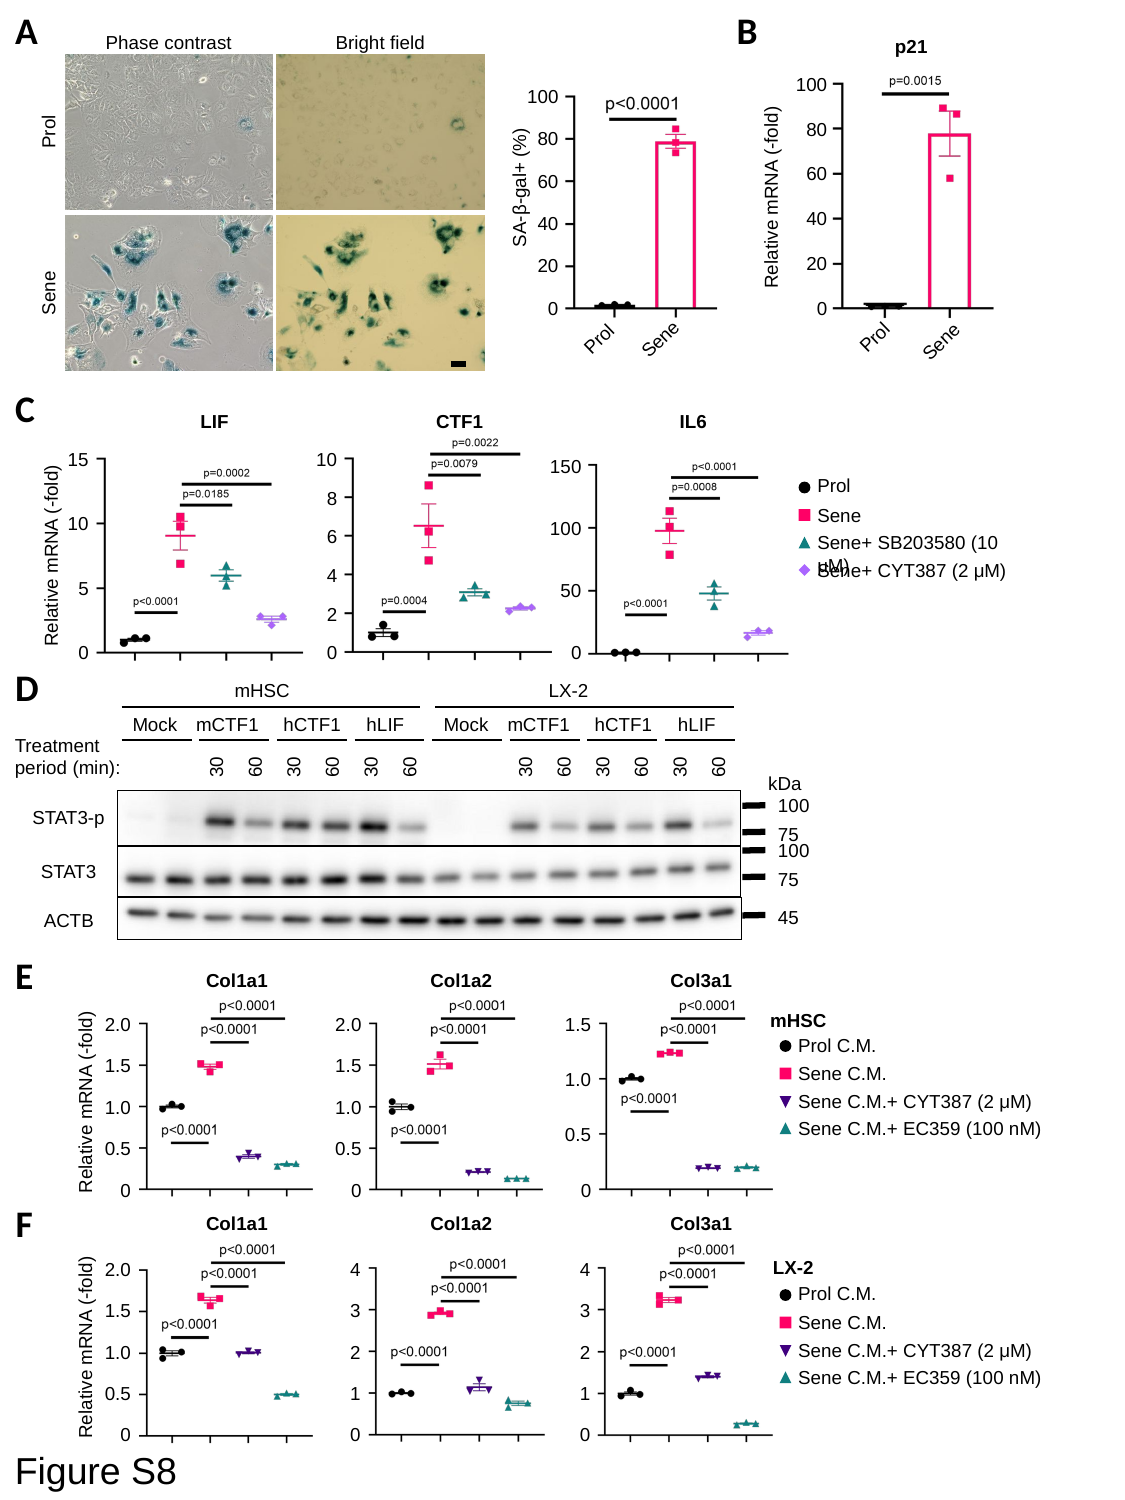

A
B
Phase contrast
Bright field
Prol
Sene
p21
100
80
60
Relative mRNA (-fold)
40
20
0
Prol
Sene
100
80
60
SA-β-gal+ (%)
40
20
0
Sene
Prol
C
LIF
CTF1
IL6
15
10
150
Prol
8
Sene
10
100
6
Sene+ SB203580 (10 μM)
Relative mRNA (-fold)
Sene+ CYT387 (2 μM)
4
5
50
2
0
0
0
D
mHSC
LX-2
Mock
mCTF1
hCTF1
hLIF
Mock
mCTF1
hCTF1
hLIF
Treatment
period (min):
30
60
30
60
30
60
30
60
30
60
30
60
kDa
100
STAT3-p
75
100
STAT3
75
45
ACTB
E
Col1a1
Col1a2
Col3a1
mHSC
2.0
2.0
1.5
Prol C.M.
1.5
1.5
Sene C.M.
1.0
Sene C.M.+ CYT387 (2 μM)
Relative mRNA (-fold)
1.0
1.0
Sene C.M.+ EC359 (100 nM)
0.5
0.5
0.5
0
0
0
F
Col1a1
Col1a2
Col3a1
LX-2
2.0
4
4
Prol C.M.
1.5
3
3
Sene C.M.
Relative mRNA (-fold)
Sene C.M.+ CYT387 (2 μM)
1.0
2
2
Sene C.M.+ EC359 (100 nM)
0.5
1
1
0
0
0
Figure S8

## Slide 9
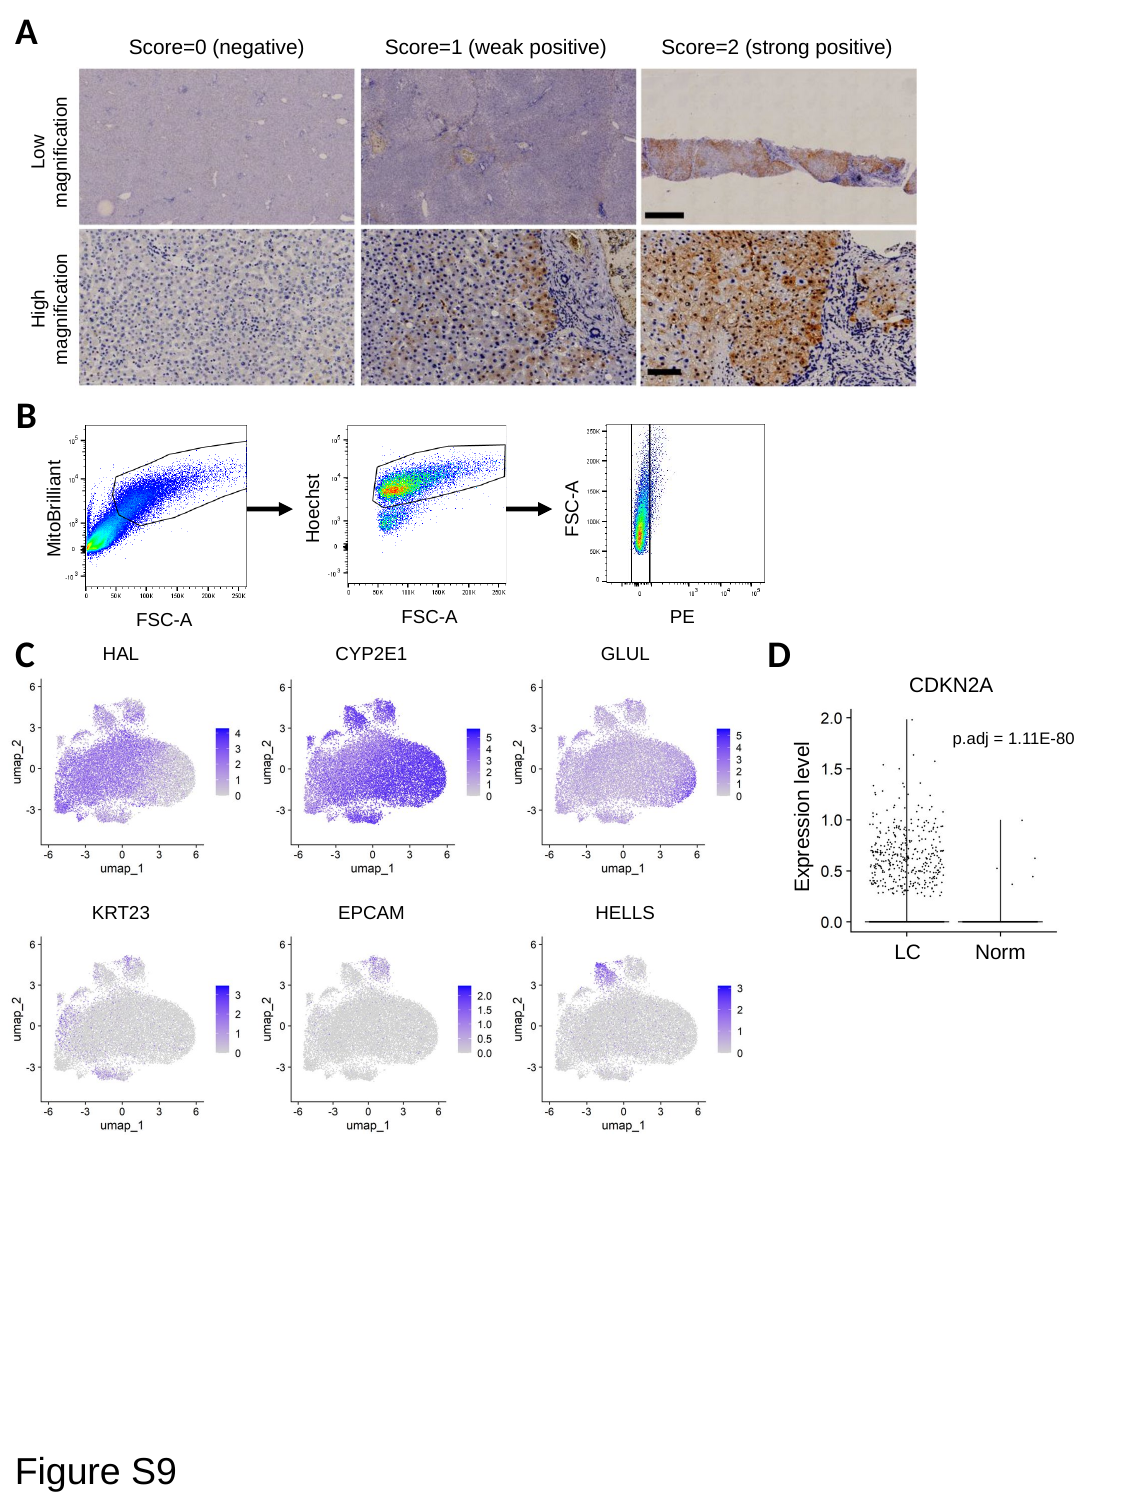

A
Score=0 (negative)
Score=1 (weak positive)
Score=2 (strong positive)
Low magnification
High magnification
B
MitoBrilliant
Hoechst
FSC-A
FSC-A
PE
FSC-A
C
D
HAL
CYP2E1
GLUL
CDKN2A
p.adj = 1.11E-80
Expression level
KRT23
EPCAM
HELLS
LC
Norm
Figure S9

## Slide 10
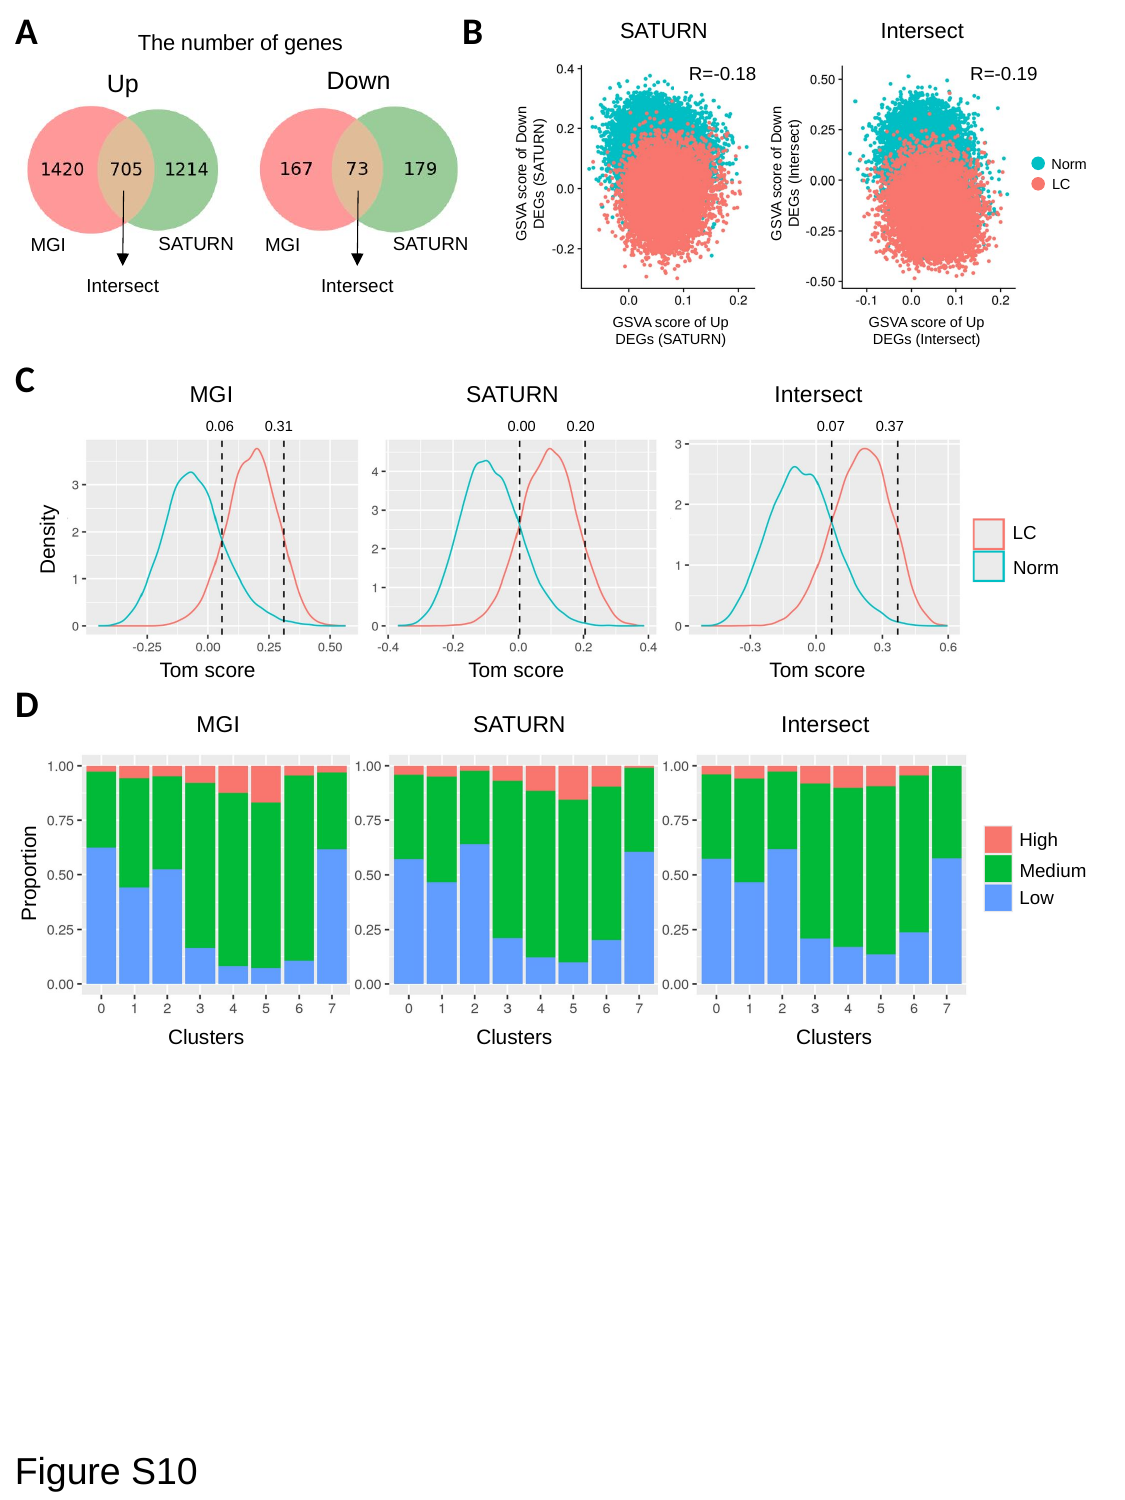

A
B
SATURN
Intersect
R=-0.18
R=-0.19
Norm
GSVA score of Down DEGs (Intersect)
GSVA score of Down DEGs (SATURN)
LC
GSVA score of Up DEGs (SATURN)
GSVA score of Up DEGs (Intersect)
The number of genes
Down
Up
SATURN
SATURN
MGI
MGI
Intersect
Intersect
C
MGI
SATURN
Intersect
0.06
0.31
0.00
0.20
0.07
0.37
LC
Density
Norm
Tom score
Tom score
Tom score
D
MGI
SATURN
Intersect
High
Medium
Proportion
Low
Clusters
Clusters
Clusters
Figure S10

## Slide 11
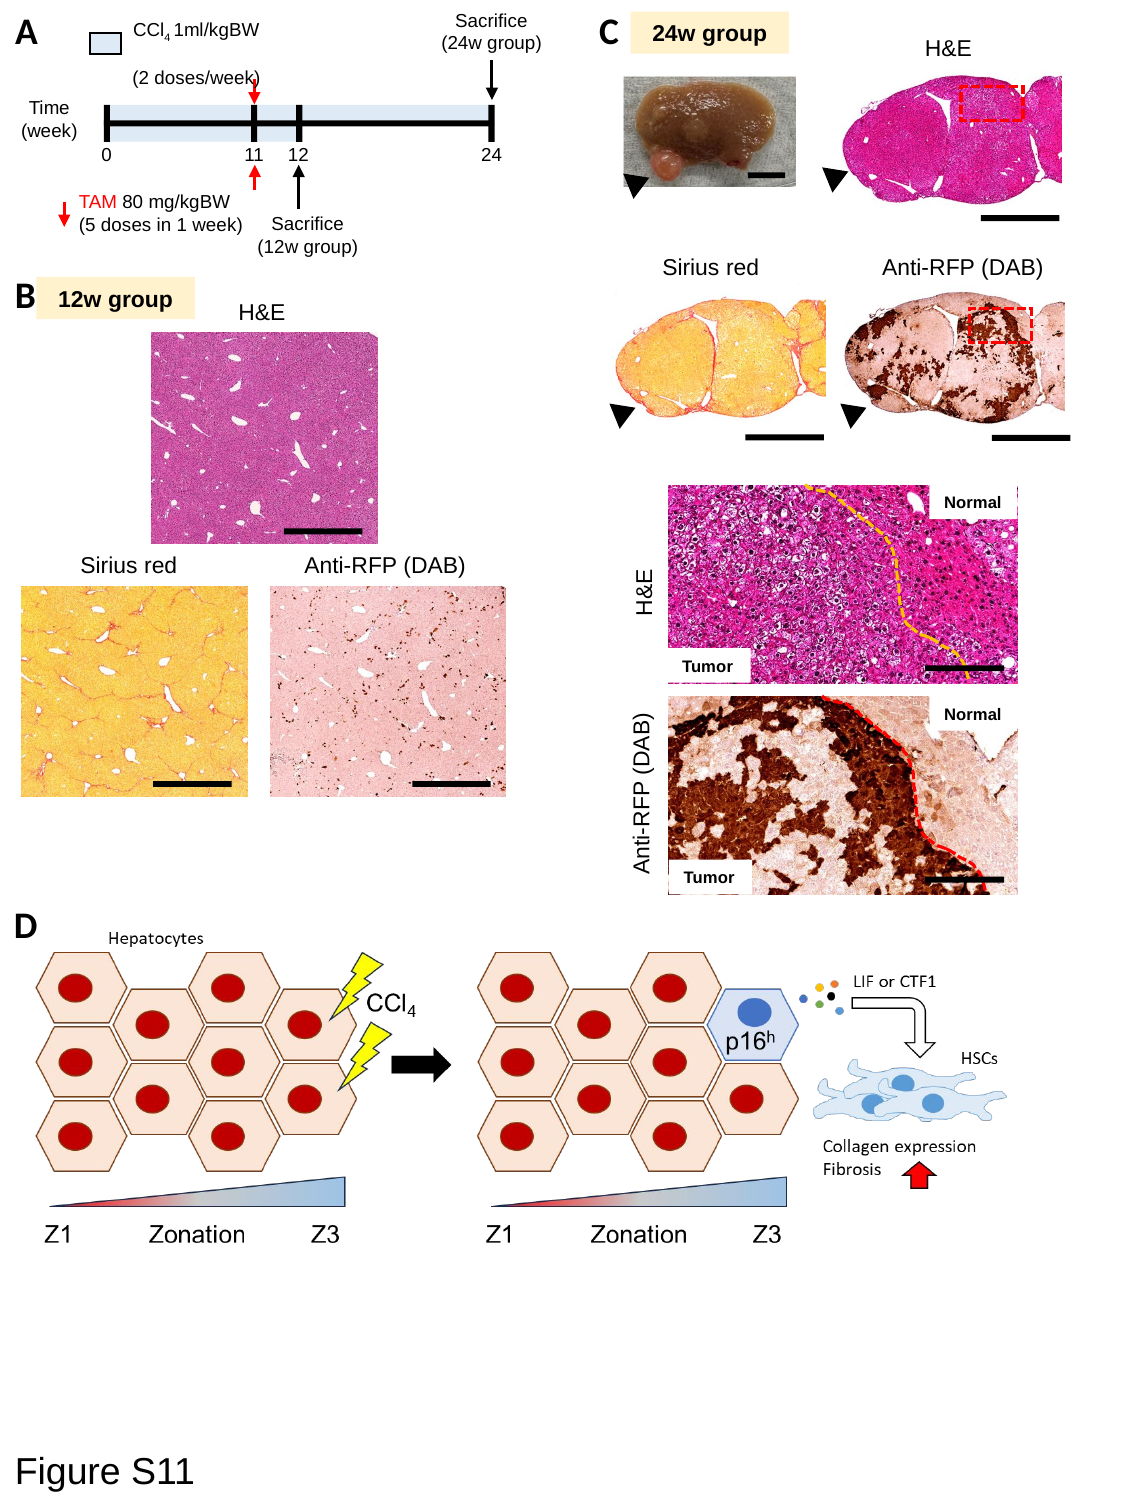

A
C
Sacrifice
(24w group)
CCl4 1ml/kgBW (2 doses/week)
24w group
H&E
Sirius red
Anti-RFP (DAB)
Time
(week)
0
11
12
24
TAM 80 mg/kgBW
(5 doses in 1 week)
Sacrifice
(12w group)
B
12w group
H&E
Sirius red
Anti-RFP (DAB)
Normal
H&E
Tumor
Normal
Anti-RFP (DAB)
Tumor
D
Figure S11

# Supplementary material for: p16Ink4a‐Positive Hepatocytes Drive Liver Fibrosis Through Activation of LIFR Family Pathway
**Source:** Adv Sci (Weinh). 2026 Jan 25;13(17):e10562. doi: 10.1002/advs.202510562
**Supplement:** Supplementary file 3 — Supporting File 3: advs73862‐sup‐0003‐TableS2.docx.

**Table S1 Sequences of qPCR primers**

How the deposited data were processed for this re-analysis (not part of the article)

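The data are bulk RNA-seq of sorted Tom+ and Tom- hepatocytes from male p16-Tom mice given corn oil or CCl4, in 4 groups of 3 libraries. Each library was assigned to its treatment, fraction and replicate number from the labels given by the authors, and the labels were kept as deposited although the reporter went against those of 2 oil libraries. The single-cell RNA-seq of the paper was not analysed here.

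The authors checked the reads with fastp (v0.23.2), aligned them to mm10 with HISAT2 (v2.1.0) and calculated TPM with TPMcalculator (v0.0.4), and they used DESeq2 (v1.42.1) and R (v4.3.2) for the paper's DEGs and PCA. The values the authors deposited are expected counts per feature, not normalized, with the position and length of each feature. The deposited expected counts have fractions in many of the non-zero values, so that they were rounded to whole numbers before any test, whereas the design had assumed whole counts. The table lists 54839 features by Ensembl identifier, of which 54723 (99.8%) were matched to a gene symbol in a table of identifiers and symbols. All sample columns were used.

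The choices of contrasts, their tests, thresholds, zone lists and alternatives were made before the data were examined, except for the CCl4 contrast averaged over both fractions, an alternative chosen after seeing the data. The tests of explanations that were chosen later are named where they are reported. Counts were analysed in R (v4.3.3) with edgeR (v4.0.16). TMM normalization, edgeR's filterByExpr (17121 genes kept) and the quasi-likelihood test with robust estimation were applied in one fit of the 12 libraries with a coefficient for each group. The contrasts were Tom+ against Tom- in oil, Tom+ against Tom- in CCl4, CCl4 against oil in each fraction, and the difference between the first and second contrast (the interaction). A gene was counted at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 0.75. CPM values of single genes are TMM-normalized. CPM sums over the genes of other cells and over receptor genes were scaled to the total counts without TMM factors. Standard errors of log2 fold changes were taken from the fitted model. Where the libraries of a group were all at or under 3 counts, a fold was computed against the level of 3 counts and is a lower bound.

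Gene lists were tested with camera of limma (v3.58.1) on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. The zone 3 and zone 1 lists hold 30 genes each and were written from general knowledge of liver zonation and from the genes the paper names. PCA used log2(TPM + 1) of genes with a TPM of 1 or higher in at least 6 libraries, centred and not scaled. Scores were compared by exact permutation tests. Figures were drawn with Python (v3.11.15) and matplotlib (v3.10.9).

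Genes named in the text are those the paper names for the bulk RNA-seq, those it names for Tom+ or zoned hepatocytes in other assays, and for each contrast the 5 genes with the largest change in each direction among those past both thresholds, with a mean of at least 1 CPM and the same direction in every same-numbered pair (Tom+ against Tom-) or groups that do not overlap (CCl4 against oil). Not every gene of the last kind is printed. Other genes are named only where a count of 5 genes or fewer is given, and these were chosen after their values were seen. The CCl4-treated groups and the oil-treated groups share replicate numbers, and the pairing of Tom+ and Tom- comes from these numbers in the labels of the authors. The paper's text does not say that Tom+ and Tom- libraries of one number come from one mouse, so the fit without a block was taken first and the replicate block as an alternative. For Tom+ against Tom- and for the interaction, the block was the replicate number within each treatment. For CCl4 against oil it was the replicate number shared by both treatments, which joins different mice and is not a pairing. The other alternatives were DESeq2 (v1.42.0) over 12 or 6 libraries, edgeR over 6 libraries, RLE or upper-quartile normalization, no filter or at least 10 counts in every library, limma-voom, the adjusted p-value alone, and leaving out each library in turn. For PCA they were a pseudocount of 0.1, scaling to unit variance, a stricter TPM filter, TMM-normalized CPM, TPM without logarithm, and leaving out the 500 genes with the highest mean.

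Total counts ranged from 37568584 to 75331424 with a median of 47910752. The tests were tested on simulated data: counts were drawn for the real genes from the real means, library sizes and dispersions, without any correlation between same-numbered libraries. In the Tom+ CCl4 libraries 200 genes with a mean above 1 CPM were changed, each by 1.5 on the log2 scale. The shares recovered therefore do not apply to smaller changes or to genes of lower expression. edgeR's quasi-likelihood test over 12 libraries recovered 177 of the 200 (88.5%) and called 7 unchanged genes of 16773, and it called 0 genes in oil, where none was changed. The fit with the replicate block recovered 85.5% and called 15 unchanged genes. For edgeR over 6 libraries these values were 85.5% and 10, and for limma-voom 86.5% and 7. Gene positions are those of the deposited table, on mm10.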

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

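The tests of RNA from other cells and of exchanged labels were chosen only after the results were seen; the relabelling of same-numbered pairs was not.

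The difference between Tom+ and Tom- libraries was itself different in CCl4 and in oil, by a test of the interaction in edgeR: 37 genes had a higher and 164 a lower difference in CCl4, and 220 and 718 with the replicate block, with 199 of the 201 genes in both fits. When Tom+ and Tom- were relabelled within the same-numbered pairs in each of 32 ways, 1 of 32, the real one, gave as many genes, and the next highest had 28. Such relabelling also breaks the difference between the fractions in CCl4. It tests for no difference between the fractions in either treatment, so this share is no test of the interaction itself. The interaction was 1.58 for Anxa2 (adjusted p = 0.0339, Tom+ higher in 3 of 3 CCl4 pairs and lower in 3 of 3 oil pairs), 1.65 for Cdkn1c (adjusted p = 0.00738, the same pairs), 0.85 for Gsta3 (adjusted p = 0.0493, the same pairs) and -1.58 for Sds (adjusted p = 0.0276, Tom+ lower in 3 of 3 CCl4 pairs and higher in 3 of 3 oil pairs). Over the alternatives the adjusted p-values ranged from 3.2e-04 to 0.0991 for Anxa2, from 3.8e-08 to 0.0317 for Cdkn1c, from 1.2e-04 to 0.145 for Gsta3 and from 6.9e-06 to 0.0860 for Sds. Reads of Gsta3 and Sds were divided with similar sequences in most libraries. As a class, the 30 zone 3 genes had a median interaction of 1.18, with 27 of 30 higher (adjusted p = 7.8e-09 over 80 camera tests), and the 30 zone 1 genes one of -0.74, with 30 of 30 lower (adjusted p = 5.2e-13 over the same tests), both at an inter-gene correlation of 0.01. The interaction was not tested with this correlation estimated from the residuals.

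Another scaling left the number of genes within the same range, with 197 genes under RLE and 221 under upper-quartile normalization, against 201. A mislabelled pair of oil libraries is a candidate explanation for part of the interaction, because the oil direction enters it: with the labels of the library labelled Tom- oil replicate 1 and the library labelled Tom+ oil replicate 2 exchanged, same-numbered oil libraries deviated together more (mean correlation 0.700) than with the labels as deposited (0.480). In DESeq2 over the 6 oil libraries, the oil change kept its direction in the split that exchanges these labels for Sds (0.18 as labelled, 0.37 exchanged), Glul (-1.02 and -2.31) and Lgr5 (-1.35 and -2.47), which goes against exchanged labels as the source of their direction in oil. The CCl4 part of the interaction does not use the oil labels. In edgeR it was 1.01 for Anxa2, 0.92 for Cdkn1c and 0.61 for Gsta3 (adjusted p = 0.0194, 0.00724 and 0.0236). As labelled, the oil change was smaller in size, at -0.57, -0.74 and -0.24. For these 3 genes this argues against exchanged labels as the source of the larger part of the interaction. The interaction itself was not recomputed with these labels exchanged. Its oil part in these genes, and the number of genes, thus cannot be told apart from exchanged labels. A biological alternative is that p16-labelled hepatocytes lie in different zones in oil and in CCl4-treated livers, a hypothesis that the interaction of the zone lists bears on, while the position of the cells was not measured in these libraries.

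Endothelial, macrophage and stellate cell genes were higher with CCl4 than with oil in the Tom- libraries. The paper does not report on them for these libraries. The median log2 change was 1.15 over 12 endothelial genes (12 of 12 higher, adjusted p = 8.6e-09), 1.48 over 13 macrophage genes (13 of 13 higher, adjusted p = 7.2e-04) and 2.85 over 11 stellate cell genes (11 of 11 higher, adjusted p = 1.5e-08), by camera over 80 tests. The cholangiocyte genes had a median of 0.88 (4 of 5 higher, adjusted p = 0.294). The lymphocyte genes had -0.52 (1 of 2 higher, adjusted p = 0.606) and the erythroid genes -1.16 (3 of 3 lower, adjusted p = 0.0747). None of these other lists passed. The summed level of the stellate cell genes was 86.8 ± 10.8 CPM (SD, n = 3) in Tom- CCl4 and 12.2 ± 6.50 CPM (SD, n = 3) in Tom- oil, and that of the endothelial genes was 443 ± 12.6 CPM (SD, n = 3) and 215 ± 39.6 CPM (SD, n = 3). The macrophage genes were at 152 ± 18.5 CPM (SD, n = 3) and 53.4 ± 50.6 CPM (SD, n = 3). In the Tom+ CCl4 libraries the stellate cell sum was 89.8 ± 28.5 CPM and the macrophage sum 146 ± 92.3 CPM (SD, n = 3). There the endothelial sum was 281 ± 38.5 CPM (SD, n = 3). Of these sums, the endothelial one alone did not overlap that of the Tom- CCl4 libraries. The sums were scaled to the total counts without TMM factors, which were lower in Tom- than in Tom+ CCl4 libraries. The order of the close stellate cell and macrophage means of the 2 fractions is thus left open. In the Tom+ libraries the stellate cell genes were also higher with CCl4 (median 1.89, 11 of 11 higher, adjusted p = 2.3e-07), whereas the macrophage genes (0.51, 12 of 13 higher, adjusted p = 0.0589, and 0.85 and 0.00303 with the replicate block) and the endothelial genes (0.06, 7 of 12 higher, adjusted p = 0.649) did not pass without the block. For CCl4 against oil this block joins different mice, so it is not a pairing. The difference between the fractions itself was -1.05 for the endothelial genes (12 of 12 lower, adjusted p = 9.0e-09), -0.90 for the macrophage genes (11 of 13 lower, adjusted p = 0.101) and -0.84 for the stellate cell genes (10 of 11 lower, adjusted p = 0.0568). With the replicate block within each treatment, in which same-numbered Tom+ and Tom- libraries are paired, the differences between the fractions were -1.07 (adjusted p = 1.4e-09), -1.09 (2.5e-04) and -0.91 (0.0182), so that the macrophage and stellate cell lists passed with the block alone. RNA from other cells sorted with the hepatocytes is a candidate source, and expression of these genes by injured hepatocytes is a biological one. In CCl4, 4 of 5 lists of genes of other cells had a median below 0 in Tom+ against Tom-, which does not separate the sources, so the signal cannot be told apart from RNA from other cells.

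Cdkn2a, the gene of p16Ink4a, was called higher with CCl4 than with oil in the Tom- libraries, which the paper does not report on, and was at least 5.64-fold higher (adjusted p = 0.0342, range over the alternatives 0.0164 to 0.119). It had 18, 8 and 21 counts in the Tom- CCl4 replicates and 3, 1 and 0 in the libraries labelled Tom- oil, so that the depth limits the size of the change. The Tom- CCl4 libraries were higher in 3 of 3 same-numbered comparisons. In the Tom+ libraries Cdkn2a did not rise with CCl4 (log2 fold change -0.92, adjusted p = 0.652 from edgeR, higher in 0 of 3 same-numbered comparisons). It had 0 to 6 counts there with CCl4 and 1 to 8 with oil. The paper reports a rise of p16Ink4a after CCl4 in hepatocytes not parted by Tom (Figure S1B,C). Counts per gene cannot separate p16Ink4a from p19Arf, which share the gene. RNA from other cells might carry Cdkn2a into the Tom- libraries: over the 12 libraries its CPM had a Spearman's rho of 0.420 with the summed markers of other cells (permutation p = 0.174), but within groups r was -0.0099. These values do not settle the source, so that the rise of Cdkn2a cannot be told apart from RNA from other cells.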

How the results depend on the processing

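With DESeq2 over 12 libraries, Tom+ against Tom- gave 6 higher and 11 lower genes in oil, against 0 and 0 (1198 at an unadjusted p-value under 0.05), 61 higher and 477 lower in CCl4, against 38 and 298, and 583 genes in the interaction, against 201. With DESeq2 over 6 libraries there were 9 higher and 19 lower genes in oil and 76 higher in CCl4, where 424 were lower. With the replicate block there were 11 and 29 genes in oil, 126 and 556 in CCl4, and 938 in the interaction. In CCl4 against oil in Tom-, same-numbered libraries hardly deviated together (mean correlation 0.0663). There the replicate block, which joins different mice, gave 1366 higher and 328 lower genes against 1083 and 273. With the adjusted p-value alone, Tom+ against Tom- in CCl4 gave 336 higher and 656 lower genes, CCl4 against oil gave 1156 lower genes in Tom- against 273, and it gave 841 higher and 781 lower in Tom+ against 497 and 400. With CCl4 against oil averaged over both fractions, an alternative chosen after seeing the data, 1057 genes were higher, against 497 in Tom+ alone. This fit had no block and took same-numbered Tom+ and Tom- libraries as independent, although they deviated together (mean correlation 0.629 in CCl4 and 0.480 in oil). The larger number thus counts correlated libraries as replicates. The cause was not tested.

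With each library left out in turn, Tom+ against Tom- gave 0 to 19 higher and 0 to 13 lower genes in oil, and 3 to 47 higher and 74 to 248 lower genes in CCl4. CCl4 against oil gave 723 to 1111 higher and 179 to 316 lower genes in Tom-, and 257 to 522 higher and 225 to 431 lower genes in Tom+. The interaction gave 42 to 253 genes. The median of the zone 1 list in oil was 0.057 to 0.21, with an adjusted p-value up to 0.266. The medians of the other lists kept their direction and their side of the threshold in these fits, at -0.72 to -0.23 (zone 3 in oil), 0.60 to 0.98 (zone 3 in CCl4) and -0.69 to -0.53 (zone 1 in CCl4). The log2 fold change of Rps27a was -0.25 to 0.46 in oil and -0.10 to 0.68 in CCl4, that of Tff3 was -0.12 to 0.58 in oil and -0.57 to 0.26 in CCl4, and that of the reporter in oil was -0.037 to 2.69. Rps27a in oil also reversed with the replicate block (0.015) and with limma-voom (0.030), against -0.016. The cause was not tested.

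With the inter-gene correlation estimated from the residuals, the lists kept their medians, -0.48 and 0.13 in oil and 0.81 for zone 3 in CCl4, but had an adjusted p-value of 0.284, while that of zone 1 in CCl4 was 0.0239. Over the alternatives the adjusted p-value ranged from 4.8e-17 to 0.284 for zone 3 and from 8.5e-05 to 0.284 for zone 1 in oil, and from 7.6e-12 to 0.284 for zone 3 and from 1.3e-17 to 0.0239 for zone 1 in CCl4. RLE normalization, no filter and a fit of 6 libraries kept the direction and the side of the threshold of the 4 combinations. PC1 held 37.6% of the variance, 34.5% with a pseudocount of 0.1, 30.4% with scaling to unit variance, 46.5% with TMM-normalized CPM and 30.0% with scaled TPM without logarithm, each more than 1 jackknife standard error (2.71 percentage points) away. PC2 held from 14.1% to 21.6% over the alternatives, within 1 jackknife standard error (4.16 percentage points) of 17.7%. The cause was not tested.

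Among the 45 results of named genes, 678 comparisons with an alternative were made: 574 kept the direction and the side of the threshold, 75 lost and 16 gained significance, and 13 reversed. Of the 386 comparisons that left out no library, 360 were unchanged in this sense, 10 lost and 14 gained significance, and 2 reversed. RLE and upper-quartile normalization moved the share of lower genes in CCl4 by at most 2.45 percentage points. The depth limits Cdkn2a, with 0 to 21 counts per library, and Prom1 and Elovl3, whose lowest groups had at most 2 counts.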

Differences from the paper's values

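A gap between counts of genes is called closed where the larger is at most 1.5 times the smaller, and a gap between log2 fold changes where they have the same sign and differ by at most the standard error of the fit to 12 libraries, so that a closed gap can leave a difference.

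In oil, the paper's Figure S2B gives 4 genes higher and 57 lower in Tom+, and here 0 were higher and 0 lower, with 1198 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, DESeq2 over 12 libraries closed the gap in higher genes with 6, and none of the others did, with 9 for DESeq2 over 6 libraries, 11 for the replicate block, and 0 to 19 with a library left out. None of them closed the gap in lower genes, where the replicate block came to 29, DESeq2 over 6 libraries to 19 and DESeq2 over 12 libraries to 11.

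In CCl4, the paper's Figure S2C gives 119 genes higher in Tom+, and here 38 were. The replicate block closed this gap with 126, and the other alternatives did not. The paper gives 580 lower genes, and here 298 were. This gap was closed by DESeq2 over 12 libraries (477) and over 6 libraries (424), by the replicate block (556) and by the adjusted p-value alone (656), and not by edgeR over 6 libraries (300), RLE (308), upper-quartile normalization (329), no filter (263), at least 10 counts in every library (365), limma-voom (360), or leaving out a library.

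The paper's log2 fold change of tdTomato in oil is about 3.4 (Fig. S2B, read by eye), and that of the reporter feature here was 0.47. Leaving out the library labelled Tom- oil replicate 1 closed the gap, with 2.69, and none of the other alternatives set before the data were examined did.

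Each of the 10 splits of the 6 oil libraries into 3 and 3 was run as a check on chance, and one of them reached values of the paper. It sets the library labelled Tom- oil replicate 1 with the libraries labelled Tom+ oil replicates 1 and 3 against the other 3, and it was looked at after seeing the values. Under it the reporter had a log2 fold change of 3.39 in edgeR, and DESeq2 over the 6 libraries gave 3 higher and 51 lower genes, the 3 being the reporter, Rps27a and mt-Tl1, the last named after its values were seen. DESeq2 then called Glul (-2.31, adjusted p = 2.6e-04), Lgr5 (-2.47, adjusted p = 3.0e-06), Slc1a2 (-3.26, adjusted p = 1.1e-09) and Rps27a (0.93, adjusted p = 6.4e-06), and not Tff3 (1.13, adjusted p = 0.0927). With the labels as deposited the adjusted p-values over the alternatives ranged from 0.267 to 1 for Glul, from 0.0332 to 1 for Lgr5, from 0.278 to 1 for Slc1a2, from 0.916 to 1 for Rps27a and from 0.909 to 1 for Tff3. The other 9 splits, the labelled one included, gave 0 genes in edgeR, with 226 to 1509 at an unadjusted p-value under 0.05. With DESeq2 over the 6 libraries these 9 splits gave from 0 to 91 higher and from 0 to 37 lower genes.

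The paper labels Glul, Lgr5 and Slc1a2 as lower and tdTomato, Rps27a and Tff3 as higher in Tom+ in oil. Here the log2 fold changes were -1.02, -1.37 and -1.44 for the first 3 (adjusted p = 0.847, 0.783 and 0.827) and 0.47, -0.016 and 0.13 for the others (adjusted p = 0.954, 0.997 and 0.978). Lgr5 passed both thresholds with the replicate block (-1.47, adjusted p = 0.0332), and no alternative called the other 5.

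The paper labels Cyp2e1, Lgr5, Glul, Slc1a2 and tdTomato as higher and Sds and Hal as lower DEGs in CCl4. Here the directions were the same for the 7, and Sds alone passed both thresholds, with an adjusted p-value of 4.9e-10 to 0.0383 over the alternatives. The replicate block called Cyp2e1 (1.01, adjusted p = 4.9e-05), Lgr5 (1.54, 8.9e-04), Glul (1.51, 0.0361) and Hal (-0.88, 2.9e-05). DESeq2 over 6 libraries called Cyp2e1 (adjusted p = 1.4e-08), Lgr5 (6.6e-04) and tdTomato (9.6e-11), DESeq2 over 12 libraries called tdTomato (0.0233), and edgeR over 6 libraries called Cyp2e1 (0.0195) and tdTomato (0.0137). Leaving out Tom+ CCl4 replicate 1 called Hal (-1.15, adjusted p = 0.0451). No alternative called Slc1a2, whose adjusted p-value ranged from 0.112 to 0.727. The ranges were 1.4e-08 to 0.353 for Cyp2e1, 6.6e-04 to 0.524 for Lgr5, 0.0361 to 0.604 for Glul, 2.9e-05 to 0.260 for Hal and 9.6e-11 to 0.320 for tdTomato.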

Other observations

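The tests of RNA from other cells, of unspliced nuclear RNA, of exchanged labels and of impure sorting were chosen only after the results were seen; those of other splits of the libraries, GC content, gene length, normalization and genomic DNA were not.

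Each contrast was compared with the other splits of its 6 libraries that also part the 3 same-numbered pairs, 4 splits with the real one. For Tom+ against Tom- in oil, 4 of 4 gave as many genes, since each gave 0 (226 to 1198 at an unadjusted p-value under 0.05). For Tom+ against Tom- in CCl4, for CCl4 against oil in Tom- and for CCl4 against oil in Tom+, 1 of 4, the real split, gave as many. With 4 splits the share could not have come out low enough to exclude chance, so this count says nothing for or against these contrasts. For CCl4 against oil, whose same-numbered libraries come from different mice, the other 9 splits gave 0 genes in each fraction (300 to 2110 at an unadjusted p-value under 0.05), and 1 of 10 is the lowest share that 10 splits allow. The remaining 6 splits of each contrast part only 1 same-numbered pair and gave 0 genes, with unadjusted p-values under 0.05 for 300 to 2110 genes, except for the oil split that puts the library labelled Tom- oil replicate 1 with the libraries labelled Tom+ oil replicates 1 and 3, with 5 genes, the reporter, Icosl, Slc1a4, Slc13a3 and Npr2, named after their values were seen.

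Of the genes past both thresholds in Tom+ against Tom- in CCl4, 88.7% were lower in Tom+. Spearman's rho of the log2 fold change with GC content was -0.145 across genes and with gene length 0.0229, both smaller than the size of 0.3 set for an effect, although the lower genes had a median GC of 52.2% against 49.6% in genes of similar expression. Genes are not independent replicates, so these are descriptions. Another scaling moved the share of lower genes by at most 2.45 percentage points. CPM on olfactory and vomeronasal receptor genes, a measure of genomic DNA, had a ratio of 0.933 in Tom- over Tom+ CCl4 libraries. Genomic DNA in the Tom- libraries would give a ratio above 1. The groups overlapped, at 16.3 to 19.0 CPM in Tom- and 16.1 to 21.4 CPM in Tom+. These sums were scaled to the total counts without TMM factors. The factors were lower in Tom- (0.949 to 0.963) than in Tom+ (1.03 to 1.08), so that TMM would raise the ratio. The ratio thus does not decide on genomic DNA. Features inside an intron of another gene had a median log2 fold change of -0.125, and 10 lower genes (3.37%) were of this kind against 2.32% of genes of similar expression, so that unspliced nuclear RNA cannot be excluded. Of 5 lists of genes of other cells, 4 had a median below 0, and the endothelial list had -0.83, with 12 of 12 genes lower and 8 past both thresholds. The cholangiocyte and lymphocyte lists had only 5 of 12 and 2 of 14 genes tested. Within groups, however, the lower genes did not vary with the endothelial list more than other genes did: their median correlation with it differed by -0.178 from that of genes of similar expression. The endothelial genes among the lower genes cannot be told apart from RNA from other cells, nor the 10 genes inside introns from unspliced RNA, and neither explanation was shown to cover the other lower genes.

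The reporter feature went against the labels of the library labelled Tom- oil replicate 1 and the library labelled Tom+ oil replicate 2. Impure sorting would place the former between the Tom- and Tom+ oil libraries, but its level was 1.29 times the mean of the libraries labelled Tom+ oil replicates 1 and 3. Over 8460 genes, same-numbered oil libraries deviated together with a mean correlation of 0.480 as labelled and of 0.700 with the 2 labels exchanged, and these ranked 2 and 1 among the 60 ways to divide the 6 libraries into numbered pairs across fractions. The range over the 3 pairs was 0.360 to 0.578 as labelled and 0.672 to 0.722 when exchanged. A candidate explanation is that the labels of these 2 libraries were exchanged, a hypothesis from the same data that only the authors can settle. The paper's log2 fold change of tdTomato in oil, about 3.4 (Figure S2B, read by eye), bears on it too. In edgeR the reporter had 3.39 with the 2 labels exchanged, a split looked at after seeing the values, and 0.47 as deposited. No biological explanation was tested.

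Across the 17121 genes tested, the change of Tom+ against Tom- in oil had a Spearman's rho of -0.153 with that in CCl4, and from -0.186 to -0.0974 over the alternatives. In the split of the oil libraries that exchanges the labels of the 2 libraries, looked at after seeing the values, rho was 0.0494, and over the other 9 splits it was from -0.162 to 0.0162, so the sign of this correlation rests on these labels. Genes are not independent replicates.

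Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653) had 6, 0 and 1 counts in the Tom+ CCl4 replicates and 18, 8 and 21 in the Tom- CCl4 replicates, or 0.0316 ± 0.0381 and 0.373 ± 0.132 CPM (SD, n = 3). Its log2 fold change in Tom+ against Tom- was -3.27 (standard error 0.97, adjusted p = 0.0624 from edgeR, lower in 3 of 3 pairs), and the adjusted p-value was 0.0246 with the replicate block, 0.0453 with limma-voom, and from 0.0246 to 1 over the alternatives. The paper reports higher p16Ink4a in Tom+ hepatocytes collected 10 days after the last CCl4 dose (Figure 1F), a different time point. Over the 12 libraries, Cdkn2a CPM had a Spearman's rho of 0.420 with the summed markers of other cells (permutation p = 0.174) and a Pearson's r of 0.595 (permutation p = 0.0397, 0.0794 adjusted over the pair of coefficients), in permutations that treat same-numbered libraries as independent. Without the 2 libraries farthest from the median of the markers r was 0.766, and within groups it was -0.0099, so the relation did not hold within groups. Lower expression in Tom+ cells cannot be told apart from RNA of other cells in the Tom- libraries.

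Of 22 genes that the paper names for Tom+ or zoned hepatocytes in its other assays and that were tested here, 8 had an adjusted p-value under 0.05 in Tom+ against Tom- in CCl4 when adjusted over the list and 7 when adjusted over all genes. With the replicate number as a block, 15 of the 22 passed over all genes, 12 higher and 3 lower. Without the block, Anxa2 (1.01, adjusted p = 0.0194), Wee1 (1.45, 0.0151), Cdkn1c (0.92, 0.00724), Gsta3 (0.61, 0.0236) and Vta1 (0.39, 0.0495) were higher in 3 of 3 pairs, and Cyp2f2 (-1.42, 0.0368) and Clcf1 (-1.62, 0.0355) were lower in 3 of 3 pairs. The eighth, Cdkn2a, passed without the block only when adjusted over the list. Ctf1 did not pass (0.25, adjusted p = 0.603, higher in 2 of 3 pairs), and Lif was removed by the expression filter. In oil 1 of the 22, Cdkn1c (-0.74, lower in 3 of 3 pairs), passed when adjusted over the list, and 0 passed when adjusted over all genes, or 1 (Cdkn1c) with the block. Of the 8 genes named for the bulk RNA-seq apart from the reporter, 2 (Sds and Hal) passed in CCl4 when adjusted over their list and 1 (Sds) over all genes, and in oil 0 and 0. With the block 5 of these 8 passed over all genes in CCl4 (Cyp2e1, Glul, Hal, Lgr5 and Sds) and 3 in oil (Cyp2e1, Hal and Lgr5).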
